# Accurate estimation of cell-type composition from gene expression data

**DOI:** 10.1038/s41467-019-10802-z

**Published:** 2019-07-05

**Authors:** Daphne Tsoucas, Rui Dong, Haide Chen, Qian Zhu, Guoji Guo, Guo-Cheng Yuan

**Keywords:** Computational biology and bioinformatics, Transcriptomics

## Abstract

The rapid development of single-cell transcriptomic technologies has helped uncover the cellular heterogeneity within cell populations. However, bulk RNA-seq continues to be the main workhorse for quantifying gene expression levels due to technical simplicity and low cost. To most effectively extract information from bulk data given the new knowledge gained from single-cell methods, we have developed a novel algorithm to estimate the cell-type composition of bulk data from a single-cell RNA-seq-derived cell-type signature. Comparison with existing methods using various real RNA-seq data sets indicates that our new approach is more accurate and comprehensive than previous methods, especially for the estimation of rare cell types. More importantly, our method can detect cell-type composition changes in response to external perturbations, thereby providing a valuable, cost-effective method for dissecting the cell-type-specific effects of drug treatments or condition changes. As such, our method is applicable to a wide range of biological and clinical investigations.

## Abstract (web summary)

Bulk RNA-seq data harbors valuable information about gene expression levels from different cell types in tissue samples. Here, the authors develop DWLS, a computational method for estimating cell-type composition of bulk data by leveraging single-cell RNA-seq-derived cell-type signatures.

## Introduction

Gene expression profiling is widely used in biology and medicine for the systematic characterization of cellular or disease states. Identifying gene expression changes across conditions can help generate hypotheses as to underlying biological mechanisms. However, one common problem is that each sample has considerable cellular heterogeneity that bulk RNA-seq methods are not able to capture. As the overall signature generated from these methods only measures the average behavior, it is often the case that changes in gene expression only reflect changes in cell-type composition, rather than fundamental changes in cell states^1^. To alleviate such problems, a series of computational methods have been developed with the common goal of estimating the cell-type composition within a tissue sample from bulk RNA-seq data^2,3^. These methods, often referred to as deconvolution methods, provide an important means to distinguishing between changes in cell-type composition and changes in cell-state. Various estimation approaches have been used, including least squares regression^4^, constrained least squares regression^5^, quadratic programming^6–8^, and ν-support vector regression^9^.

However, existing methods have a number of important limitations. Most importantly, the underlying cell-type signatures must be known in advance. Most studies assume that such signatures can be identified from the bulk transcriptomic profiling of purified cell types. The success of cell-type purification relies heavily on the knowledge of specific markers as well as the ability to isolate cells from surrounding tissues. Moreover, it is now known that even the ‘purified’ cells may still contain significant cellular heterogeneity^10^.

Recent single-cell transcriptomic methods^11,12^ have provided a powerful approach to systematically characterizing cellular heterogeneity, thereby enabling the identification of new cell types/states and the reconstruction of developmental trajectories. Applications of single-cell methods in medicine have led to novel insights into disease progression and drug response^13–15^. Single-cell data provide an alternative approach to deriving cell-type signatures. In fact, a few recent studies^16,17^ have extended deconvolution methods by estimating cell-type signatures from single-cell data, where cell types are inferred by clustering. While these methods are useful, a number of significant challenges remain. In particular, their estimates tend to be biased against cell types that either (1) make up a small proportion of the total bulk cell population, or (2) are characterized by lowly expressed genes. To remove these biases, we develop a cell-type-sensitive method for the estimation of the underlying cell fractions, using a novel weighted least squares approach.

## Results

### A weighted least squares approach to deconvolution

We aimed to build a method that can accurately and comprehensively estimate the relative abundance of both common and rare cell types within a bulk sample. Much like recent studies^16,17^, we use single-cell RNA-seq data to extract cell-type-specific gene expression signatures. Simply, the cell types are identified by clustering analysis. For each cell type, marker genes are identified by differential expression analysis, after which gene expression levels for each of these genes are averaged across all cells associated with the cell type. This results in a gene by cell-type signature matrix, which is denoted by **S** (see Methods section for details).

In order to accurately and comprehensively estimate the cell-type composition, we made a number of significant modifications to the standard ordinary least squares (OLS) approach, which underlies most existing methods^4–8^. In this approach, the deconvolution problem is represented as a system of linear equations: **Sx** = **t**, where **S** is an *n* × *k* gene signature matrix (*n* = number of genes, *k* = number of cell types), **t** is an *n* × 1 vector representing the bulk RNA-seq data, and **x** is a *k* × 1 vector containing the cell-type numbers. Since typically *n* >> *k*, this is an over-determined equation with no exact solution. In the OLS approach, the solution **x** minimizes the total squared absolute error. This leads to two undesirable consequences. First, the estimation error for rare cell types is typically large since such a term has little impact on the total estimation error. Second, not all informative genes are effectively taken into account. The contribution of a gene can be minimal if its mean expression level is low, even if it is highly differentially expressed between different cell types.

To illustrate these effects, we carried out a highly idealized simulation. We generated a single-cell data set consisting of three cell types, each characterized by two differentially expressed marker genes. A portion of the data was used to create the signature matrix, while a non-overlapping portion was used to create the bulk data by averaging gene expression values across the cells. First, to see how the OLS formulation affects rare cell-type estimation, we varied the abundance of one cell type from 0.02% to 33.3% (see Methods section for details). When the abundance is very low, the relative percent error (RPE) of estimation, defined as $${\mathrm{RPE}} = \frac{{\left| {\frac{{x_l}}{{\mathop {\sum }\nolimits_{j = 1}^k x_j}} - \frac{{\hat x_l}}{{\mathop {\sum }\nolimits_{j = 1}^k \hat x_j}}} \right|}}{{\frac{{x_l}}{{\mathop {\sum }\nolimits_{j = 1}^k x_j}}}} \ast 100$$ for cell type l is very high (Fig. 1a), supporting our intuition that the OLS framework is not appropriate for estimating the prevalence of rare cell types. In addition, we varied the mean gene expression level of the two highly differentially expressed genes (fold change = 10) pertaining to one cell type such that the ratio of mean expression level between genes in this cell type vs. the other two cell types ranges from 0.001 to 0.2. As expected, the deconvolution accuracy is significantly affected by the mean expression level of these genes (Fig. 1b).

**Fig. 1:**
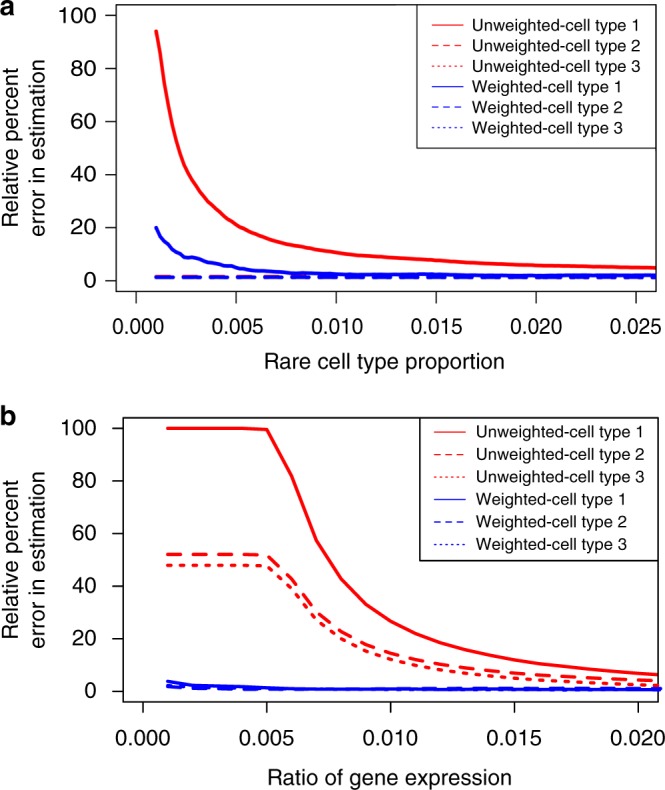
A simple simulation shows the advantages of a weighted least squares method. **a** A plot of relative percent error in estimation using both unweighted and weighted least squares approaches, for each of three cell types across various proportions of cell type 1, the rare cell type. Because of the increased influence of rare-cell-type-specific marker genes in the weighted sum of squares error, the weighted least squares method performs better in the estimation of rare cell types than the unweighted method. **b** A plot of relative percent error in estimation using both unweighted and weighted least squares approaches, for each of three cell types across various ratios of mean gene expression level between marker genes of cell type 1 and marker genes of cell types 2 and 3. Because of the increased influence of lowly expressed marker genes in the weighted sum of squares error, the weighted least squares method performs better in the estimation of all cell types than the unweighted method

To mitigate these issues, we designed a weighted least squares approach to properly adjust the contribution of each gene. Accordingly, the weighted error term becomes: $${\mathrm{Err}} = \mathop {\sum }\nolimits_{i = 1}^n w_i\left( {t_i - \left( {{\mathbf{Sx}}} \right)_i} \right)^2$$. Our mathematical derivation indicates that setting $$w_i = \frac{1}{{\left( {{\mathbf{Sx}}} \right)_i^2}}$$ optimally reduces the biases (see Methods section for details). To test this idea empirically, we applied this weighted approach to analyze the aforementioned simulated data. It is clear that both biases are significantly reduced (Fig. 1). Of note, we make the commonly used simplifying assumption that the total amount of RNA is approximately equal in each cell. If this is not true, the estimated contribution of each cell type may deviate from the actual cell abundance.

When applying our weighted least squares method in all real applications, we make a few adjustments required to make the weighting formulation tractable in all situations. Given that the weights are a function of the solution, we use an iterative method in which weights are initialized according to the solution from the unweighted method, then subsequently updated by the weighted least squares solution until convergence (see Methods section for details). Of note, while there is no theoretical guarantee that the converged solution reaches the global minimum, we find that in practice different initializations often end up at the same result, as demonstrated by our analysis of an intestinal stem-cell (ISC) data set described later (Supplementary Fig. 1). Next, given that cell-type proportions must be non-negative, the weighted least squares solution is constrained such that *x*_*j*_ ≥ 0, for all *j* cell types. Finally, a dampening constant is introduced to prevent infinite weights resulting from low cell-type proportions and/or low marker gene expression, which will lead to unstable solutions driven by only one or a few genes (see Methods section for details). Because of this last step, we subsequently refer to our method as dampened weighted least squares (DWLS).

### Benchmarking of DWLS on simulated PBMC data

To evaluate the performance of our DWLS method, we first considered a benchmark data set introduced by Schelker et al.^17^, who were among the first to consider the application of a single-cell derived gene expression signature to the problem of deconvolution. This data set is a compilation of 27 single-cell data sets from immune and cancer cell populations, derived from human donor peripheral blood mononuclear cells (PBMCs), tumor-derived melanoma patient samples, and ovarian cancer ascites samples. Since no bulk data was provided, we created 27 simulated bulk data sets by averaging expression values for each gene across all cells obtained from each donor, assuming that the bulk data is equivalent to the pooled data from individual cells. A similar assumption was made previously^17^. In addition, the cell-type-specific gene expression matrix was estimated by clustering the combined 27 single-cell data sets. Marker genes were then chosen to match the genes used in the immune-cell-specific signature from CIBERSORT^9^, and expression values for each marker gene were averaged within each cell type.

We applied ν-support vector regression (ν-SVR), quadratic programming (QP) and DWLS to the deconvolution of these 27 simulated bulk data sets. To quantify the overall performance of each method, we use two metrics. The first is a modified relative percent error metric, which quantifies the difference in true and estimated cell-type proportions, normalized by the mean of true and estimated cell-type proportions (see Methods section for details). Averaged across all cell types, the modified relative percent error is lowest for DWLS, at 53.3%, second lowest for ν-SVR, at 57.0%, and highest for QP, at 62.9%. The second is a more standard metric of absolute error between estimated and true cell-type proportions, in which we can see that absolute errors across cell types are again on average lowest for DWLS (Supplementary Table 1).

We further compared the accuracy of different methods on a per-cell-type basis (Fig. 2a). While ν-SVR performs well for the largest cell subpopulation, DWLS performs better over a wide range of cell types, especially the rarest cell groups. In particular, DWLS preserves a good balance between rare and common cell-type estimation. A similar trend can be seen from the standpoint of absolute error (Supplementary Table 1).

**Fig. 2:**
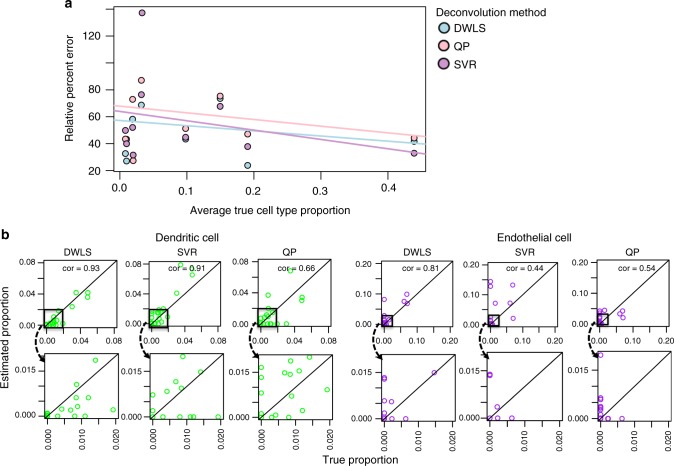
Results from the deconvolution of 27 simulated bulk data sets. **a** The mean relative percent error in estimation for each cell type across 27 simulated data sets from donor, melanoma, and ovarian cancer patient immune and tumor cells, plotted against the average true proportion of the cell type, for each method (dampened weighted least squares (DWLS), quadratic programming (QP), and ν-support vector regression (ν-SVR). The fitted lines represent the trend in estimation accuracy as a function of cell-type proportion. **b** A subset of the deconvolution cell-type proportion estimates, plotted against the true cell-type proportions. Here, only the rarest cell types, dendritic and endothelial cells, are shown. Correlation values between true and estimated proportions are used to quantify estimation accuracy. The 45° line in each plot represents the optimal estimate. The top row shows all estimates, while the bottom row shows a zoomed-in version focused on only the rarest cell types

We took a closer look at the two rarest cell types across the 27 samples: dendritic and endothelial cells. Dendritic cells contribute to a maximum of 4.89% of the total cells in any given sample, with an average 0.999% prevalence across samples. Endothelial cells contribute to a maximum of 6.99% of the total cells in any given sample, with an average 0.831% prevalence across samples. For both cell types, DWLS is able to maintain high estimation accuracy $$( {\rho _{{\mathrm{dendritic}},{\mathrm{DWLS}}} = 0.93,\,\rho _{{\mathrm{endothelial}},{\mathrm{DWLS}}} = 0.81} )$$, outperforming ν-SVR $$( {\rho _{{\mathrm{dendritic}},{\mathrm{SVR}}} = 0.91,\,\rho _{{\mathrm{endothelial}},{\mathrm{SVR}}} = 0.54} )$$, and QP $$( {\rho _{{\mathrm{dendritic}},{\mathrm{QP}}} = 0.66,\,\rho _{{\mathrm{endothelial}},{\mathrm{QP}}} = 0.44} )$$ (Fig. 2b). Overall, these analyses indicate that DWLS exhibits greater accuracy in estimating rare cell types than existing methods.

### DWLS extends to real bulk data characterized by the MCA

Recently, Han et al. have characterized 43 healthy mouse tissues at single-cell resolution to create the Mouse Cell Atlas^18^. Based on a combined single-cell data set of 61k cells, they have identified 52 distinct cell types spread across all tissues. Here we selected four represented tissues—kidney, lung, liver, and small intestine—and generated two bulk RNA-seq data sets per tissue. 

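Polyadenylated RNA of kidney, lung, liver and small intestine from male C57BL/6J mice, an inbred laboratory strain, was sequenced at an age of 6 to 10 weeks, with 2 libraries per tissue and 8 in all. The authors selected the reads of each sample by its index, mapped them to the Ensembl mouse genome (build GRCm38) with STAR, and deposited fragments per kilobase of transcript, normalized by library size (FPKM), for 52195 genes, made with the fpkm function of DESeq2. The paper's text does not name the program that counted reads on genes, its use of strand or its treatment of reads that map to several places. FPKM corrects for gene length and library size, but a few very abundant transcripts lower the values of all other genes in the same library. The deposited values still show the depth. Each value above 0 was multiplied by the exon length of its gene in the GENCODE M21 annotation. Of these products, 94.1% were whole multiples of what 1 read is worth in that library. The tolerance was 0.02 reads plus a margin in proportion to the reads, which lets any value pass at high counts. The number of reads counted on genes obtained in this way was 21444675 and 17310074 in the kidney libraries, 9764426 and 12427339 in lung, 9164187 and 10324317 in liver, and 9360913 and 11323624 in small intestine, with a median of 10823970. For a gene with 1 kb of exons, a count of 3 reads corresponds to an FPKM between 0.140 in kidney replicate 1 and 0.327 in liver replicate 1, and values below this are not told from 0. This floor covers counting error only, since the libraries carry no molecular identifiers that are used here. Of the 52195 genes, 22041 were listed at 0 in every library and 30154 were above 0 in at least 1. Values were analysed as log2(FPKM + 1), a scale that understates the differences of genes with low values. Tests across genes used limma on the 16328 genes with an FPKM of 1 or more in at least 2 libraries, with all 8 libraries in the same fit, because 2 libraries per tissue give a poor estimate of the spread on their own. Each tissue was compared with the mean of the other 3, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 difference over 1. The single-cell signature of the paper was not used here, so its cell-type estimates were not recomputed.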

Obtaining both bulk and single-cell data from the same tissue provides an opportunity to rigorously evaluate the accuracy of our deconvolution method, where we assume cell-type composition in bulk and single-cell data sets to be approximately equal. We use the entire single-cell data set to provide a comprehensive gene expression signature.

We calculate estimates using various deconvolution methods: DWLS, ν-SVR, and QP. 

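The similarity of the bulk libraries themselves was measured by the Pearson correlation of log2(FPKM + 1) across the 30154 genes above 0 in any library. Genes are not independent replicates, so the grouping of the libraries was tested in place of the single coefficients. The correlation between the 2 libraries of a tissue was 0.975 for kidney, 0.983 for lung, 0.988 for liver and 0.982 for small intestine, a mean of 0.982 ± 0.00547 (SD, n = 4 tissues). Between libraries of different tissues it averaged 0.746 and ranged from 0.675 to 0.801. The lowest mean was that of lung with liver, at 0.685, and the highest that of kidney with liver, at 0.789. Of all ways to divide the 8 libraries into pairs, 1 gave a mean correlation as high as the pairs of the same tissue, which is that division itself (exact enumeration, one-sided, p = 0.00952, the smallest p that 8 libraries allow). The difference between the mean within tissues and the mean between tissues was 0.236. The alternative that moved it most was the restriction to genes with an FPKM of 1 or more in at least 2 libraries, which gave 0.374. On the log2 scale the kidney libraries differed most from each other. With untransformed values the lung libraries did, at a correlation of 0.968, and the kidney libraries were at 0.991. On that scale the highest correlation between tissues was 0.963, for kidney replicate 1 with small intestine replicate 2, close to that of the lung libraries. Over the 16328 genes that pass this restriction the median absolute log2 difference between the libraries of a tissue was 0.296 in kidney, 0.150 in lung, 0.141 in liver and 0.178 in small intestine, and 953, 419, 222 and 439 genes, in the same order, differed by more than 1.

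**Figure D1:**
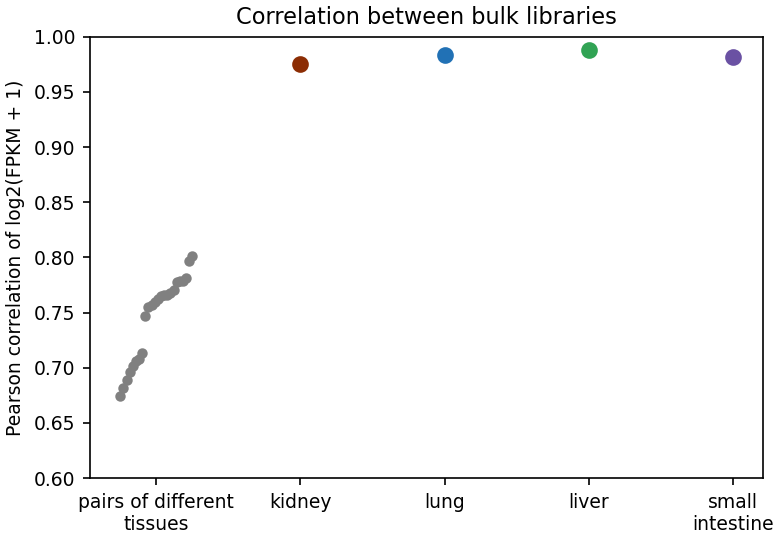
Pearson correlation of log2(FPKM + 1) across genes on the vertical axis, which starts at 0.6, for pairs of libraries from different tissues (grey, sorted by value) and for the pair of libraries of each tissue (coloured). The pairs of different tissues lie between 0.675 and 0.801, and the pairs of the same tissue between 0.975 and 0.988.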

Overall, we find a high replicability of our results within each pair of tissues, each of which come from separate mice. DWLS estimates for each pair have correlations between 0.84 and 0.99, showing that cell-type composition differences between mice are small.

Here, DWLS again performs favorably over other methods, which we demonstrate in two ways. We first look at a representative example, the deconvolution of bulk kidney data (Fig. 3a, b). We plot deconvolution estimates against the predicted true cell-type composition, and find that DWLS estimates are most highly correlated to the predicted true proportion $$( {\rho _{{\mathrm{kidney}},{\mathrm{DWLS}}} = 0.89} )$$, with ν-SVR and QP performing less favorably $$( {\rho _{{\mathrm{kidney}},{\mathrm{SVR}}} = 0.87,\,\rho _{{\mathrm{kidney}},{\mathrm{QP}}} = 0.092} )$$ (Fig. 3a). 

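The kidney libraries held transcripts that mark 6 cell types of the kidney, namely proximal tubule, thick ascending limb, distal convoluted tubule, principal and intercalated cells of the collecting duct, and podocytes. Of 19 marker genes listed for these types, 18 passed the filter on low values, and 18 of 18 were called higher in kidney than in the other tissues, both among all genes tested and adjusted over the list alone. Slc34a1, a phosphate transporter of the proximal tubule on chromosome 13 of GRCm38 from 55398187 to 55415592, was at an FPKM of 821 ± 235 (SD, n = 2) in kidney and 1.67 ± 1.66 (SD, n = 2) in lung, the next highest tissue. Its log2 difference was 8.59 (standard error 0.34, adjusted p = 1.46e-06 from limma with Benjamini-Hochberg adjustment). Umod, a marker of the thick ascending limb on chromosome 7 from 119462711 to 119479282, was at 653 ± 140 (SD, n = 2) in kidney and had a log2 difference of 8.26. For Aqp2, a water channel of principal cells on chromosome 15 from 99579055 to 99584547, the kidney mean was 100.002 ± 28.2 (SD, n = 2) and the log2 difference 6.31. Lower but still apart from the other tissues was Atp6v1g3, a proton pump subunit of intercalated cells on chromosome 1 from 138273738 to 138289462, at 25.0 ± 1.15 (SD, n = 2) with a log2 difference of 4.58. Slc12a3, a transporter of the distal convoluted tubule on chromosome 8 from 94329201 to 94366214, differed widely between the kidney libraries, with an FPKM of 84.0 in replicate 1 and 17.7 in replicate 2. Its log2 difference was 5.18 (standard error 0.48, adjusted p = 8.79e-05 from the same limma fit). Each of these 5 genes was higher in both kidney libraries than in any of the other 6 (exact permutation test, two-sided, p = 0.0357, the smallest p that 2 libraries against 6 allow). Podxl and Atp6v0d2 were called higher in kidney than in the mean of the other tissues but were higher still in lung, at 49.7 ± 1.17 against 15.4 ± 11.4 and at 11.6 ± 2.48 against 7.54 ± 3.27 (SD, n = 2 each). The call of Podxl rests on kidney replicate 1, at 23.5 against 7.27 in replicate 2, and without replicate 1 its log2 difference was 0.36. The median log2 difference of the kidney markers was 5.22, and limma-voom on the recovered reads, a setting chosen after seeing the data, moved it most, to 8.63, with 18 of 18 genes called. A pseudocount of 0.1 in place of 1 gave 7.49. With the values rescaled to the same sum in each library, 17 of 18 were called.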

DWLS is the only method able to correctly predict the presence of all four kidney cell types. QP misses three out of these four groups entirely, while ν-SVR misses one (Fig. 3b). ν-SVR also significantly overestimates the presence of other rarer cell types (Fig. 3b), which should make up around 6% of the total kidney cell population, but are estimated by ν-SVR to make up 43% instead.

**Fig. 3:**
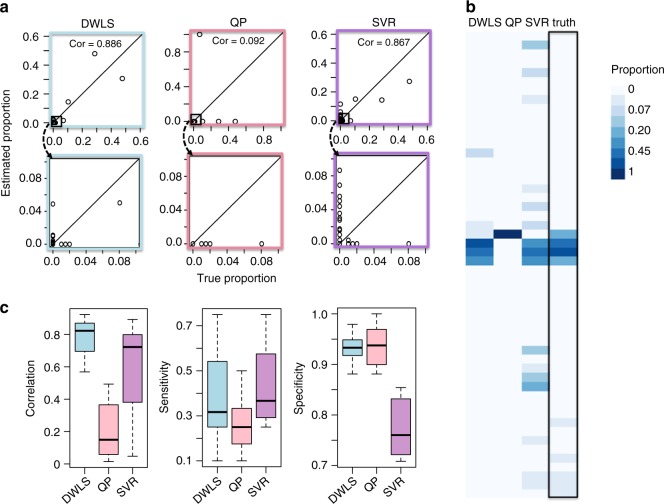
Deconvolution of eight normal mouse bulk data sets characterized by the MCA. **a** Results from the deconvolution of each bulk data set using a signature constructed from the mouse cell atlas (MCA), using three deconvolution methods: dampened weighted least squares (DWLS), quadratic programming (QP), and ν-support vector regression (ν-SVR). Estimates are plotted against an approximate true cell-type proportion as defined by the MCA data. Correlation values between true and estimated proportions are used to quantify estimation accuracy for each method. The 45° line in each plot represents the optimal estimate. The top row shows all estimates, while the bottom row shows a zoomed-in version focused on only the rarest cell types. **b** Another view of the kidney deconvolution estimates under each deconvolution method via a heatmap, where each box corresponds to a cell-type proportion estimate, and a darker color corresponds a higher estimated proportion. Colors are shown on a log scale. **c** A summary of deconvolution results across all eight bulk samples, quantified by (1) correlation between true and estimated cell-type proportions for each tissue (left panel), (2) sensitivity of each deconvolution method (middle panel), and (3) specificity of each deconvolution method (right panel). The center line of the boxplot corresponds to the median value, while bounds of the boxplot correspond to the 25th and 75th percentiles. The upper whisker bound corresponds to the smaller of the maximum value and the 75th percentile plus 1.5 interquartile ranges; the lower corresponds to the larger of the smallest value and the 25th percentile minus 1.5 interquartile ranges

Second, we look more generally at the estimates of all eight tissue samples analyzed. DWLS remains the most accurate method, with an average correlation of 0.78 for DWLS, compared with average correlations of 0.21 and 0.59 for QP and ν-SVR, respectively (Fig. 3c). 

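A small number of genes held most of the squared expression of each bulk library, taken over all genes. The fits of the paper use its signature genes alone, and whether the genes named here are among them was not analysed here. The 10 genes with the highest FPKM took 58.9% ± 5.24 of the summed FPKM in kidney, 32.7% ± 0.535 in lung, 41.5% ± 2.11 in liver and 45.1% ± 0.462 in small intestine (SD, n = 2 each). Of the summed squares of FPKM they took 94.996% ± 0.848 in kidney, 91.9% ± 1.09 in lung, 88.1% ± 2.26 in liver and 95.8% ± 0.428 in small intestine (SD, n = 2 each). In each library between 1 and 3 genes were enough to reach 50% of the squares. In the lung libraries the highest gene was Scgb1a1, at an FPKM of 44163.9 and 59746.1. In the other 6 libraries it was Gm29216, a pseudogene of a mitochondrial gene on chromosome 1 of GRCm38 from 24615706 to 24616197, with values from 51843.6 in liver replicate 2 to 98049.7 in kidney replicate 2. Over 31 bases at a time, 97.2% of its sequence is shared with mt-Co1, so its value cannot be separated from reads of the mitochondrial transcript. Mitochondrial genes and their 7 pseudogenes on this stretch of chromosome 1 together made up 65.8% ± 3.71 of the summed FPKM in kidney, 24.1% ± 1.81 in lung, 42.0% ± 2.17 in liver and 48.7% ± 0.103 in small intestine (SD, n = 2 each). Taking the 50 highest genes moved the share of the summed FPKM most in lung and liver, to 50.3% and 68.7%. In kidney and small intestine it moved most when both kinds of gene were left out, a setting chosen after seeing the data. The share of the 10 highest genes in the summed FPKM was then 20.1% in kidney, 28.2% in lung, 27.8% in liver and 15.1% in small intestine, while their share of the squares was 95.05%, 98.0%, 84.6% and 67.2%, in the same order.

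**Figure D2:**
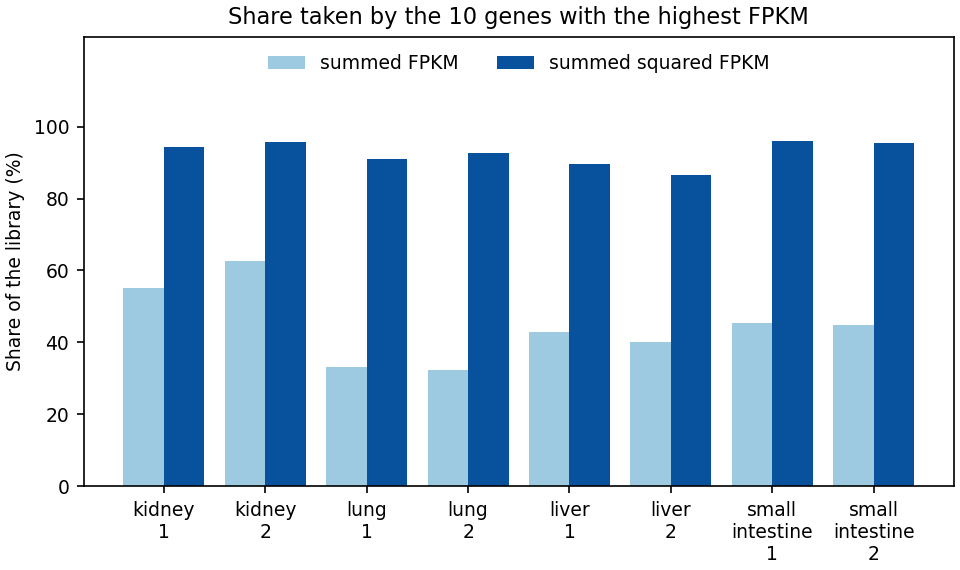
Share of each bulk library, in percent, taken by its 10 genes with the highest FPKM, for the summed FPKM (light bars) and the summed squares of FPKM (dark bars), with the 2 libraries of each tissue side by side. The dark bars lie between 86.5% in liver replicate 2 and 96.1% in small intestine replicate 1.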

QP once again fails to detect biologically relevant cell types across the eight bulk samples. This can be quantified by a sensitivity metric, defined as the fraction of all true cell types that are detected by the deconvolution method. Across the eight bulk samples, QP deconvolution results are characterized by a low sensitivity (Fig. 3c). ν-SVR once again erroneously predicts the presence of cell types that are known to be biologically irrelevant to the given tissue. This is measured using a specificity metric, defined as the fraction of all false cell types that are correctly undetected by the deconvolution method. Across the eight bulk samples, ν-SVR deconvolution results are characterized by a low specificity (Fig. 3c). 

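Marker genes of cell types that belong to other tissues stayed low in the bulk libraries. For 17 lists of markers, each of a cell type found in 1 of the 4 tissues, the median of log2(FPKM + 1) over the list was compared between the tissues. In 17 of 17 lists both libraries of the list's own tissue were above every library of the other tissues. The median distance between the own tissue and the next highest tissue was 5.28. The largest distance was 8.80 for alveolar type 2 cells of the lung, whose next highest tissue was liver, and the smallest was 1.30 for stem cells of the small intestine. The stem cell list was also the lowest in its own tissue, at 1.56, and its gene Lgr5, on chromosome 10 of GRCm38 from 115450311 to 115587780, was at an FPKM of 0.749 and 0.723 in the small intestine libraries and 0.698 in liver replicate 2, while Olfm4 of the same list was at 182 and 221 in small intestine. With the mean over the list in place of the median, the distance of the stem cell list was 2.42. The smallest was then 0.946, for podocytes of the kidney, whose next highest tissue was lung. The club cell list of the lung had a median of 5.89 in liver, which is the value of Scgb1a1 there, at an FPKM of 57.1 and 59.8, a trace of its level in lung. Some other listed genes were abundant in more than 1 tissue. In the club cell list Cyp2f2 was at 458 and 405 in liver against 761 and 852 in lung. In the hepatocyte list, Apoa1 was higher in small intestine, at 5166 and 5185, than in liver, at 3172 and 2572. Another limit is Apoa4, of the enterocyte list, for which 69.8% of the exon length is shared with another annotated gene. A pseudocount of 0.1 moved the median distance most, to 7.67, and the 17 lists were again all apart. The paper takes the composition of each tissue in the single-cell atlas as an approximation of the truth and counts the cell types that each method misses or adds. It reports that QP misses types of the tissue itself and that ν-SVR adds types of other tissues (Fig. 3c). It concludes that DWLS balances sensitivity and specificity best, since DWLS finds the types that belong and leaves out those that do not.

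**Figure D3:**
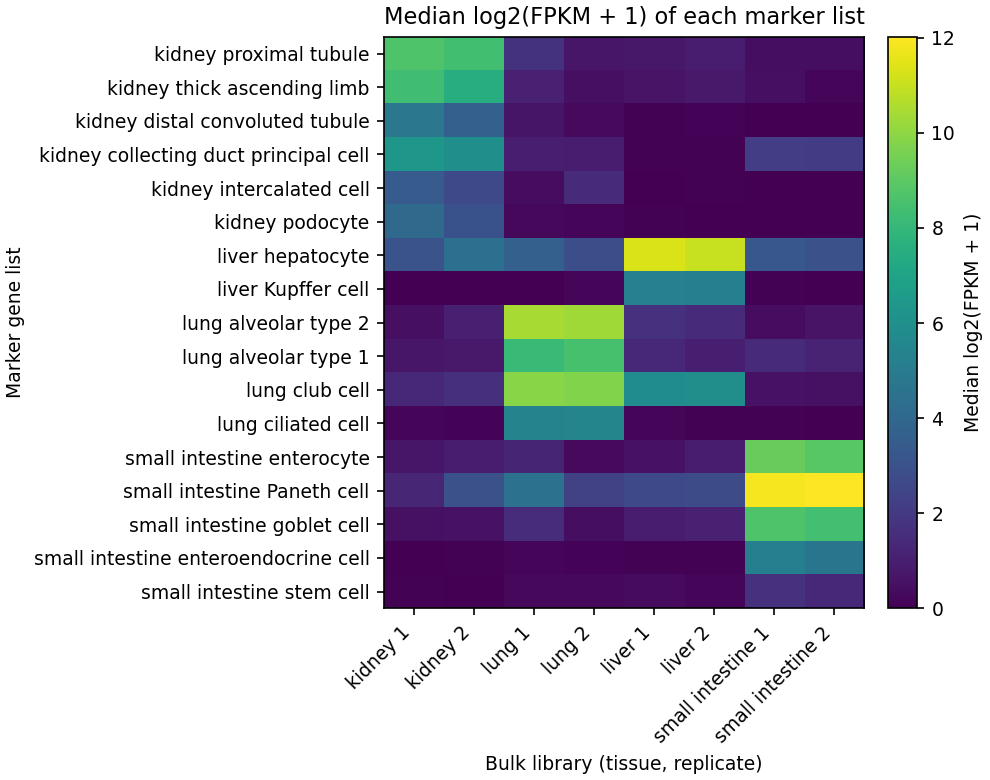
Median log2(FPKM + 1) of each list of marker genes (vertical axis, named by tissue and cell type) in each of the 8 bulk libraries (horizontal axis), with dark colours for low and bright colours for high values. The 17 lists are each brightest in both libraries of their own tissue.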

Overall, DWLS strikes the best balance between these two metrics by being able to both detect correct cell types and ignore false cell types (Fig. 3c).

### DWLS captures ISC composition changes across conditions

One of the most important applications of deconvolution methods is in the identification of cell-type composition variations across conditions. To test the utility of our deconvolution method, we turned to a public data set where mouse ISC compartments are perturbed by drug treatments. In particular, Yan et al.^19^ explored the effects of R-spondin ligand (RSPO1-4) inhibition and gain-of-function on intestinal stem-cell regeneration and differentiation through bulk gene expression profiling. Since bulk RNA-seq analysis alone does not provide information regarding cell-type composition, they followed up with single-cell RNA-seq analysis and observed dramatic changes of cell-type composition in four distinct cell-type compartments: non-cycling ISC, cycling ISC, transit amplifying (TA), and differentiated cells. Here we use this data set to test whether our deconvolution method can reveal such changes based on bulk RNA-seq data alone.

We applied DWLS to estimate the cell-type composition changes due to these drug treatments, using the single-cell data only to estimate the cell-type-specific gene expression signature matrix (Fig. 4). We found that treatment with Ad-LGR5-ECD almost entirely removed the intestinal stem-cell population (on average, from 53.3 to 1.76%), while increasing the proportion of transit amplifying cells by 2.07-fold (25.5 to 52.8%) on average and differentiated cell types by 2.15-fold (21.1 to 45.4%) on average. On the other hand, treatment with Ad-RSPO1 completely removed the transit amplifying cell population, while increasing the size of the intestinal stem-cell population by an average 1.50-fold (53.3 to 79.8%). These observations are highly consistent with the single-cell RNA-seq data, which were used to deduce the biological functions of these treatments. That is, Ad-LGR5-ECD treatment drives differentiation, while Ad-RSPO1-treatment promotes stem-cell renewal. Here, we were able to draw the same conclusions without the need to generate single-cell RNA-seq data from every condition.

**Fig. 4:**
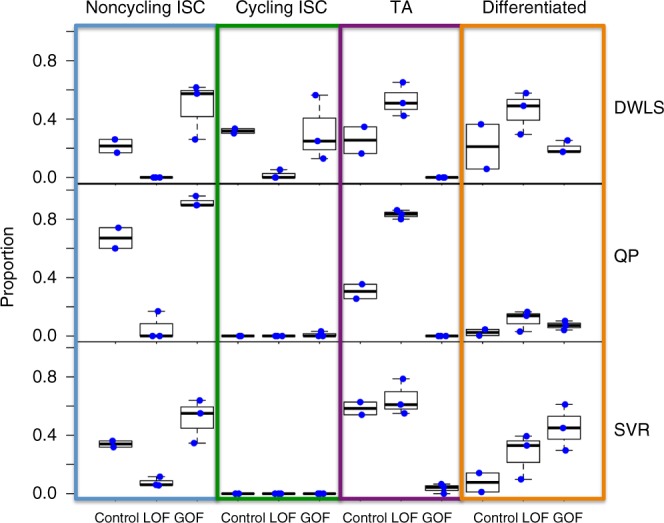
Deconvolution estimates of bulk mouse ISC data across various conditions. The control condition corresponds to Lgr5-eGFP+ intestine cells 1.5 days post treatment with Ad-Fc, the loss of function (LOF) condition corresponds to Lgr5-eGFP+ intestine cells 1.5 days post treatment with Ad-LGR5-ECD, and the gain of function (GOF) condition corresponds to Lgr5-eGFP+ intestine cells 1.5 days post treatment with Ad-RSPO1. Each point corresponds to the deconvolution estimate of a cell type for a single bulk data set, for the dampened weighted least squares (DWLS), quadratic programming (QP), and ν-support vector regression (ν-SVR) deconvolution methods. Cell types include cycling and non-cycling intestinal stem cells (ISCs), transit amplifying (TA) cells, and various differentiated cell types. The center line of the boxplot corresponds to the median value, while bounds of the boxplot correspond to the 25th and 75th percentiles. The upper whisker bound corresponds to the smaller of the maximum value and the 75th percentile plus 1.5 interquartile ranges; the lower corresponds to the larger of the smallest value and the 25th percentile minus 1.5 interquartile ranges

In comparison, inconsistencies arose when estimation was performed using QP and ν-SVR approaches. Specifically, neither method was consistently able to detect any cycling intestinal stem cells, whose proportion was estimated to be 29% in the control condition and 44% in the Ad-RSPO1 condition based on the single-cell RNA-seq data, and on average 31.8% and 31.4% according to the DWLS estimates. ν-SVR also predicted an increase in differentiated cell types due to Ad-RSPO1 treatment (7.64 to 45.2%), which is inconsistent with the results of the other estimation methods, the single-cell RNA-seq data, and the underlying biological mechanisms^19^.

### Model robustness evaluation

To test the robustness of these results, we repeated the above ISC analysis while varying a number of model parameters, including normalization procedure, criteria for signature gene identification, and dampening magnitude, as described below.

First, single-cell RNA-seq data sets usually contain many dropouts due to amplification bias or other technical artifacts. To evaluate the effect of dropouts on deconvolution, we simulated single-cell RNA-seq data using Splatter^20^, varying the dropout rate from 16% to 41% (see Methods section for details). For comparison, we also applied QP and ν-SVR to the same data sets. The accuracy of DWLS remains high across dropout rates (Supplementary Fig. 2). Importantly, DWLS is more robust than the other two methods, with the greatest difference between methods seen at high dropout rates.

Second, technical differences between single-cell and bulk RNA-seq data may induce significant biases on cell-type composition estimation. A number of methods have been developed to normalize single-cell RNA-seq data^21,22,23^. To evaluate the effect of using different normalization methods on deconvolution, we used Splatter to simulate scRNA-seq data sets while introducing library size variation. We normalized the data using three different methods: Scran^21^, Seurat^22^, and SCnorm^23^, and applied DWLS to analyze the normalized data (see Methods section for details). For comparison, we also used QP and ν-SVR to analyze the same data sets. We noticed significant differences across the different normalization methods, with SCnorm most faithfully preserving cell-type composition (Supplementary Fig. 3a, b, c). Of note, while SCnorm normalizes UMI counts directly, both Scran and Seurat log-transfrom the data after normalization. To test if the performance difference between normalization methods is due to log-transformation, we reanalyzed the data by applying Scran and Seurat without log-transformation. In both cases, the performance is much improved (Supplementary Fig. 3a, b, c).

While all three deconvolution methods perform well in all normalization methods without log-transformation, the performance of DWLS is slightly better in this case. To further evaluate the effect of normalization in real data analysis, we reanalyzed the ISC data set described above after normalization. In this case, the DWLS results are robust with respect to different normalization methods, whereas QP and ν-SVR are much more sensitive (Supplementary Fig. 3d, e, f). Importantly, only DWLS recapitulates the correct trend due to treatment. Again, the difference between normalization methods is mainly due to log-transformation (Supplementary Fig. 3g).

Third, we evaluated the robustness of DWLS to the selection of signature genes. To this end, we used a more stringent cutoff (log(fold change) ≥ 1 and *p*-value < 0.001, FDR adjusted, defined using the hurdle model in the MAST R package) to select differentially expressed genes. As a result, the number of differentially expressed genes was reduced from 1032 to 775. Using this more stringent gene signature, we re-estimated cell-type composition using DWLS. We found the results were similar to before (Supplementary Fig. 4). Furthermore, we compared the signature genes obtained from two different differential gene detection methods: Voom^24^ and edgeR^25^. In both cases, we found that the results were similar to before, in part due to the strong overlap of the detected gene signature from different methods (Supplementary Fig. 4).

## Discussion

Cellular heterogeneity must be taken into account when comparing gene expression data from bulk samples. As large efforts are under way to thoroughly characterize cell types of different organisms through single-cell analyses^26^, we are facing a new opportunity to systematically quantify cell-type composition using the detected cell-type signatures. We envision that such deconvolution methods will be routinely used to precisely determine gene expression pattern changes in development and disease. Toward this goal, we have developed a new and more accurate computational method for deconvolution.

Using the mouse cell atlas data set as an example, we have demonstrated that the tissue of origin of a bulk sample can be accurately predicted from deconvolution given a comprehensive signature of all cell types in an organism. 

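The bulk libraries of the 4 tissues were far apart in single genes. In kidney, 1413 genes were called higher and 2625 lower than in the mean of the other tissues, in lung 6652 and 1349, in liver 1071 and 5334, and in small intestine 2244 and 1843, by limma with Benjamini-Hochberg adjustment. These directions depend on the scaling. The median log2 difference of all genes tested was 0.82 in lung, -0.72 in liver, -0.34 in kidney and -0.01 in small intestine, and after median-of-ratios scaling it was -0.02, -0.14, -0.11 and -0.05, in the same order. Of the genes called, 35.0% were higher in kidney, 83.1% in lung, 16.7% in liver and 54.9% in small intestine with the values as deposited. With median-of-ratios scaling the shares were 48.8%, 47.7%, 46.8% and 52.9%, with 1879 genes called higher and 1970 lower in kidney, 2387 and 2616 in lung, 2003 and 2274 in liver, and 2129 and 1895 in small intestine. Quantile normalization gave 49.9%, 50.0%, 44.1% and 49.0%. With the values rescaled to the same sum in each library, the share in kidney was 24.6%, and with mitochondrial genes and their pseudogenes left out first, a setting chosen after seeing the data, it was 57.7%. Genes at least 4-fold higher in both libraries of a tissue than in every library of the other tissues numbered 211 in kidney, 849 in lung, 320 in liver and 394 in small intestine. After median-of-ratios scaling the numbers were 261, 339, 458 and 392, in the same order, with the highest in liver in place of lung.
Named here are the 3 genes of each tissue with the largest log2 difference. In kidney these were Kap, an androgen-regulated gene on chromosome 6 of GRCm38 from 133849851 to 133853762, Miox on chromosome 15 from 89334398 to 89337015, and Tmem27, whose symbol has no single match in the annotation used here. Kap was at an FPKM of 23412 ± 11672 (SD, n = 2), the highest value in another tissue was 82.0, and its log2 difference was 9.48 (standard error 0.54, adjusted p = 9.41e-06, limma). Miox and Tmem27 had log2 differences of 8.77 and 8.65. In lung, Scgb1a1 on chromosome 19 from 9083636 to 9087958, a secreted protein of club cells, was at 51955 ± 11018 (SD, n = 2) against at most 59.8 elsewhere, a log2 difference of 10.44 (standard error 0.30, adjusted p = 3.09e-07, limma). The surfactant protein genes Sftpc, on chromosome 14 from 70520949 to 70524081, and Sftpb, on chromosome 6 from 72304610 to 72314371, had log2 differences of 10.43 and 9.67. In liver, Alb on chromosome 5 from 90460897 to 90476602, which encodes serum albumin, was at 32008 ± 3730 (SD, n = 2) against at most 69.0 elsewhere, a log2 difference of 10.25 (standard error 0.35, adjusted p = 3.93e-07, limma). Mup3 and Mup20, on chromosome 4 from 62083476 to 62087342 and from 62050234 to 62054158, had log2 differences of 10.30 and 10.25. They belong to the family of genes for major urinary proteins. Whether reads were shared among members of the family was not tested, so their single values stay uncertain. The same limit holds for the defensin genes of the small intestine, Gm7849, Gm7861 and Defa24, on chromosome 8 from 21455445 to 21456560, from 21593375 to 21594508 and from 21734494 to 21735471, with log2 differences of 9.81, 9.79 and 9.78. The differences of the 12 genes exceed the median shift of all genes under each scaling tried. Across the alternatives that keep all 8 libraries they lay between 8.57 and 11.30, with an adjusted p of at most 0.000152 from limma, and with 1 library left out between 8.43 and 10.67.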

In the meantime, we also recognize the danger of detecting irrelevant cell types, which is especially acute when many irrelevant cell types are included in the signature. Cell types from different tissues may share similar functions and therefore may be difficult to differentiate due to high collinearity. To minimize this risk, we advise that after a general deconvolution with a broad signature, irrelevant cell types be removed from the signature matrix to build a more specific signature matrix from only the most appropriate single-cell data sets. Such a multi-step approach may result in both more specific cell-type designations and more accurate estimates, although further investigation is needed to validate this approach.

At the other end of the spectrum, deconvolution accuracy is always dependent on the completeness of the cell-type signature, and incomplete cell-type information will compromise estimates of all cell types in the signature. Care must always be taken to create the most appropriate signature matrix given the extent of information known about the sample. Overall, the flexibility of `signature matrix definitions made possible by large quantities of single-cell data has promising implications.

Another challenge in deconvolution is the accurate estimation of rare cell types. In part, this is because detecting rare cell types from a large population in single-cell data is a challenging task, and precise signatures are difficult to build^27–30^. In addition, the estimation of rare cell proportions by deconvolution is notoriously difficult due to the increased stochasticity of small sample sizes^2^. While our method presents an improvement over previous methods in rare cell-type detection, we hope to further improve rare cell-type detection accuracy in future work.

## Methods

### Implementation

The DWLS method is implemented in a Cran R package called DWLS. Both source codes and instructions are available at https://bitbucket.org/yuanlab/dwls.

### Creation of the signature matrix

The cell-type signature matrix is constructed using a representative single-cell data set, such that all cell types expected in the bulk data are also represented in the single-cell data (the converse need not be true). The single-cell data is first clustered to reveal its constituent cell types. The optimal clustering method is dependent on the data set, but generally, a rare-cell-type-sensitive clustering method is preferred^27–30^. Further inspection of differentially expressed genes between each of these clusters is important, as this will confirm whether the detected clusters consist of biologically relevant cell types. Upon characterization of the cell types, differential expression analysis is performed to identify marker genes for each cell type. We define marker genes as genes with an FDR adjusted *p*-value of <0.01 (defined using the hurdle model in the MAST R package), and a log2 mean fold change >0.5. For very large single-cell data sets like the Mouse Cell Atlas, *p*-values are instead determined using the Seurat R package under the bimod likelihood ratio test for single-cell gene expression^31^, due to the faster runtime. To create the final signature matrix **S**, we create many candidate matrices (151 in total), which include between 50 and 200 marker genes from each cell type. The expression values of these chosen genes are averaged across each cell type, so that each resulting candidate matrix is an *n* × *k* matrix, where *n* is the number of genes and *k* is the number of cell types. The final signature matrix **S** is chosen as the candidate matrix with the lowest condition number, in a manner similar to CIBERSORT^9^.

### Mathematical details of our weighted least squares approach

To be more precise, we rewrite the deconvolution problem as $${\hat{\mathbf{S}}}\hat{\mathbf{x}} = {\mathbf{t}}$$, where $${\hat{\mathbf{S}}}$$ is the signature matrix derived above, $${\hat{\mathbf{x}}}$$ is the estimated cell-type number, and **t** is the bulk data. Most notably, $${\hat{\mathbf{S}}}$$ is used to denote that the single-cell-derived signature is only an estimate of the true cell-type signature, **S**, which is unknown. Similarly, $${\hat{\mathbf{x}}}$$ is the solution to $${\hat{\mathbf{S}}}{\hat{\mathbf{x}}} = {\mathbf{t}}$$, which will almost always differ from the true cell-type number, **x**, which is only known in the case of simulated bulk data. Suppose we have *k* cell types and *n* signature genes. Let $${\mathbf{t}} = (t_1t_2 \ldots t_n)\prime$$, $$\hat x = (\hat x_1\hat x_2 \ldots \hat x_k)\prime$$, and $${\hat{\mathbf{S}}} = \left[ {\begin{array}{*{20}{c}} {\hat S_{11}} & \ldots & {\hat S_{1k}} \\ \vdots & \ddots & \vdots \\ {\hat S_{n1}} & \ldots & {\hat S_{nk}} \end{array}} \right]$$. This system of equations can be solved in various ways.

In the traditional setting, we obtain an estimate, $${\hat{\mathbf{x}}}$$, of the true cell type **x** by minimizing the squared error:

1 $$\hat{\mathbf{x}} = \mathop {{{\mathrm{argmin}}}}\limits_{\tilde {\mathbf{x}}} {\mathrm{Err}}\left( {{\mathbf{t}},{\hat{\mathbf{S}}},\tilde {\mathbf{x}}} \right) = \mathop {{{\mathrm{argmin}}}}\limits_{{\tilde{\mathbf{x}}}} \mathop {\sum }\limits_{i = 1}^n \left( {t_i - \mathop {\sum }\limits_{j = 1}^k \hat S_{ij}\tilde x_j} \right)^2$$

Define $$\tilde x_j = \frac{{x_j}}{{x_1}}\tilde x_1$$, for $$j = 2, \ldots ,k$$. Then,

2 $$\begin{array}{l}{\mathrm{Err}} = \mathop {\sum }\limits_{i = 1}^n \left( {t_i - \hat S_{i1}\tilde x_1 - \mathop {\sum }\limits_{j = 2}^k \hat S_{ij}\frac{{x_j}}{{x_1}}\tilde x_1} \right)^2\\ = \mathop {\sum }\limits_{i = 1}^n \left( {t_i - \hat S_{i1}\tilde x_1\hat q_i} \right)^2,\,{\mathrm{where}}\,\hat q_i = \left( {1 + \mathop {\sum }\limits_{j = 2}^k \frac{{x_j}}{{x_1}}\frac{{\hat S_{ij}}}{{\hat S_{i1}}}} \right)\\ = \mathop {\sum }\limits_{i = 1}^n \left( {S_{i1}x_1q_i - \hat S_{i1}\tilde x_1\hat q_i} \right)^2,\,{\mathrm{where}}\,q_i = \left( {1 + \mathop {\sum }\limits_{j = 2}^k \frac{{x_j}}{{x_1}}\frac{{S_{ij}}}{{S_{i1}}}} \right)\\ = \mathop {\sum }\limits_{i = 1}^n \left( {S_{i1}x_1q_i - \hat S_{i1}x_1\hat q_i + \hat S_{i1}x_1\hat q_i - \hat S_{i1}\tilde x_1\hat q_i} \right)^2\end{array}$$

To proceed, we make an assumption that the cross terms are orthogonal to each other, i.e.,

3 $$\mathop {\sum }\limits_{i = 1}^n \left( {\left( {S_{i1}x_1q_i - \hat S_{i1}x_1\hat q_i} \right)\left( {\hat S_{i1}x_1\hat q_i - \hat S_{i1}\tilde x_1\hat q_i} \right)} \right) = 0$$

This is equivalent to assuming that the estimation error for cell-type signatures is independent of the estimation error for cell-type composition. While this assumption cannot be rigorously tested in real data, an approximate test of this assumption is possible through bootstrapping methods. With this assumption, Eq. (2) can be further reduced to

4 $${\mathrm{Err}} = \mathop {\sum }\limits_{i = 1}^n \left( {S_{i1}x_1q_i - \hat S_{i1}x_1\hat q_i} \right)^2 + \mathop {\sum }\limits_{i = 1}^n \left( {\hat S_{i1}x_1\hat q_i - \hat S_{i1}\tilde x_1\hat q_i} \right)^2$$

The first term is driven by a difference between the true and estimated signatures, which cannot be controlled for. We concern ourselves with the second term, which can be rewritten as:

5 $$\mathop {\sum }\limits_{i = 1}^n \left( {\hat S_{i1}\hat q_i\left( {x_1 - \tilde x_1} \right)} \right)^2 = \mathop {\sum }\limits_{i = 1}^n \left( {\mathop {\sum }\limits_{j = 1}^k \hat S_{ij}x_j} \right)^2\left( {\frac{{\left( {x_1 - \tilde x_1} \right)}}{{x_1}}} \right)^2$$

We can see that this error term corresponds to the relative error of estimation for cell type 1, multiplied by a function of **S** and **x** such that genes with high expression and genes pertaining to prevalent cell types will have a larger impact on the error term. Because we would like all cell types to be estimated with equal accuracy, we would like the error term to be a function of the relative error of estimation only. To mitigate this problem, we use a weighted least squares approach to solve the equation, which is represented as the following optimization:

6 $$\mathop {{\min }}\limits_{{\tilde{\mathbf{x}}}} \mathop {\sum }\limits_{i = 1}^n w_i\left( {t_i - \mathop {\sum }\limits_{j = 1}^k \hat S_{ij}\tilde x_j} \right)^2$$

The weights are chosen as to remove the extra term in Eq. (6). If we let:

7 $$w_i = \frac{1}{{\left( {\mathop {\sum }\nolimits_{j = 1}^k \hat S_{ij}x_j} \right)^2}} = \frac{1}{{\left( {{\hat{\mathbf{S}}}_{i.}x} \right)^2}}$$

we are now minimizing:

8 $$\begin{array}{l}{\mathrm{Err}} = \mathop {\sum }\limits_{i = 1}^n w_i\left( {t_i - \mathop {\sum }\limits_{j = 1}^k \hat S_{ij}\tilde x_j} \right)^2\\ \approx \mathop {\sum }\limits_{i = 1}^n \frac{1}{{(\hat{\mathbf{S}}_{i.}{\mathbf{x}})^2}}\left( {\hat{\mathbf{S}}_{i.}{\mathbf{x}}} \right)^2\left( {\frac{{\left( {x_1 - \tilde x_1} \right)}}{{x_1}}} \right)^2 = \mathop {\sum }\limits_{i = 1}^n \left( {\frac{{\left( {x_1 - \tilde x_1} \right)}}{{x_1}}} \right)^2 = n\left( {\frac{{\left( {x_1 - \tilde x_1} \right)}}{{x_1}}} \right)^2,\end{array}$$

such that the total error is now a function of the relative error in cell-type number for cell type 1. Without loss of generality, we can similarly show this relationship for any cell type *j* $$\in \{ 1, \ldots ,k\}$$, such that

9 $${\mathrm{Err}} \approx n\left( {\frac{{\left( {x_j - \tilde x_j} \right)}}{{x_j}}} \right)^2\forall \,j\, \in \left\{ {1, \ldots ,k} \right\}$$

Compared with the ordinary least squares approach, the relative error is reduced.

### Additional adjustments to improve performance

Using the framework derived above, we would like to formulate the estimation of cell-type proportion as a weighted least squares problem with weights $$w_i = \frac{1}{{({\hat{\mathbf{S}}}_{i.}{\mathbf{x}})^2}}$$. Several modifications are required to make this a viable approach:

1. The weights are a function of **x**, the true cell-type number, which is unknown. We can approximate this with our estimated cell-type number, $${\hat{\mathbf{x}}}$$, but since this also the variable being solved for, iteration is required to reach a solution. Let:
  10 $$\hat {\mathbf{x}}^{(0)} = \mathop {{{\mathrm{argmin}}}}\limits_{\tilde {\mathbf{x}}} \mathop {\sum }\limits_{i = 1}^n \left( {t_i - \mathop {\sum }\limits_{j = 1}^k \hat S_{ij}\tilde x_j} \right)^2$$
  11 $${\hat{\mathbf{x}}}^{\left( 1 \right)} = \mathop {{{\mathrm{argmin}}}}\limits_{{\tilde{\mathbf{x}}}} \mathop {\sum }\limits_{i = 1}^n w_i^{\left( 1 \right)}\left( {t_i - \mathop {\sum }\limits_{j = 1}^k \hat S_{ij}\tilde x_j} \right)^2,\,{\mathrm{where}}\,w_i^{\left( 1 \right)} = \frac{1}{{\left( {{\hat{\mathbf{S}}}_{i.}{\hat{\mathbf{x}}}^{\left( 0 \right)}} \right)^2}}$$…
  12 $${\hat{\mathbf{x}}}^{\left( l \right)} = \mathop {{{\mathrm{argmin}}}}\limits_{{\tilde{\mathbf{x}}}} \mathop {\sum }\limits_{i = 1}^n w_i^{\left( l \right)}\left( {t_i - \mathop {\sum }\limits_{j = 1}^k \hat S_{ij}\tilde x_j} \right)^2,\,{\mathrm{where}}\,w_i^{\left( l \right)} = \frac{1}{{\left( {{\hat{\mathbf{S}}}_{i.}{\hat{\mathbf{x}}}^{\left( {l - 1} \right)}} \right)^2}}$$
  Convergence is reached when $$\left| {\left| {{\hat{\mathbf{x}}}^{\left( l \right)} - {\hat{\mathbf{x}}}^{\left( {l - 1} \right)}} \right|} \right| \le 0.01$$.
2. The weights are unbounded from above and may approach infinity in the case of very rare cell types $$\left( {{\hat{\mathbf{x}}} \approx 0} \right)$$ and/or lowly expressing genes ($$\hat S_{ij} \approx 0$$ for all cell types). This will lead to a solution driven by only a few genes. To rectify this, a dampening constant *d* is introduced, which defines the maximum value any weight can take on. For ease of use, we first linearly scale the weights such that the minimum weight takes on a value of 1: $$w_i^s = \frac{{w_i}}{{{\mathrm{min}}(w_j)}},\,j \in \left\{ {1, \ldots n} \right\}$$. The resulting optimization is equivalent. The dampened weights $$\tilde w_i$$ are then defined as:
  $$\tilde w_i = \left\{ {\begin{array}{*{20}{c}} {w_i^S,\,{\mathrm{if }}\, w\,_i^S \, < \, d} \\ {d,\,{\mathrm{otherwise}}} \end{array}} \right\}$$
  Cross-validation is used to select *d*, as follows. The possible values for *d* are defined as $$d = 2^q,\,{\mathrm{where}}\,q \in \left\{ {0,1,2, \ldots \max \left( {{\mathrm{noninfinite}}\,{\mathrm{log}}2\left( {w_i^S} \right)} \right)} \right\}$$. Then, 100 subsets of signature genes of half the size of the full signature gene set are randomly selected. For each subset, the cell-type proportion is estimated using weighted least squares on the dampened weights, for each possible value of *d*. The variance of the estimates over the 100 subsets for each choice of *d* is calculated, and the *d* that leads to the lowest variance is selected. Alternatively, the cross-validation criterion may be changed to minimize the coefficient of variation instead of the variance. In practice, we find the results are often similar (Supplementary Fig. 5).
3. As specified above, $${\hat{\mathbf{x}}}$$ need not be positive. However, cell-type numbers are inherently non-negative. To set a constraint on $${\hat{\mathbf{x}}}$$, such that $$\hat x_j \ge 0\,\forall j$$, we solve the constrained dampened weighted least squares problem via quadratic programming, using the function solve. QP in the R package quadprog. The new minimization problem is then:
  $$\mathop {{\min }}\limits_{{\tilde{\mathbf{x}}},{\tilde{\mathbf{x}}} \ge 0} \mathop {\sum }\limits_{i = 1}^n \tilde w_i\left( {t_i - \mathop {\sum }\limits_{j = 1}^k \hat S_{ij}\tilde x_j} \right)^2$$
  Jointly implementing all of these alterations, we reach the final deconvolution process:
  13 $${\hat{\mathbf{x}}}^{(0)} = \mathop {{{\mathrm{argmin}}}}\limits_{{\tilde{\mathbf{x}}}} \mathop {\sum }\limits_{i = 1}^n \left( {t_i - \mathop {\sum }\limits_{j = 1}^k \hat S_{ij}\tilde x_j} \right)^2$$
  14 $$\begin{array}{l}{\hat{\mathbf{x}}}^{\left( 1 \right)} = \mathop {{{\mathrm{argmin}}}}\limits_{{\tilde{\mathbf{x}}},\,{\tilde{\mathbf{x}}} \ge 0} \mathop {\sum }\limits_{i = 1}^n \tilde w_i^{\left( 1 \right)}\left( {t_i - \mathop {\sum }\limits_{j = 1}^k \hat S_{ij}\tilde x_j} \right)^2,\,{\mathrm{where}}\,\tilde w_i^{\left( 1 \right)} = {\mathrm{damp}}\left( {\frac{1}{{\left( {{\hat{\mathbf{S}}}_{i.}{\hat{\mathbf{x}}}^{\left( 0 \right)}} \right)^2}}} \right),\,{\mathrm{and}}\,{\mathrm{damp}}\left( {w_i} \right)\\ = \left\{ {\begin{array}{*{20}{c}} {\frac{{w_i}}{{{\mathrm{min}}(w_j)}},\,{\mathrm{if}}\frac{{w_i}}{{{\mathrm{min}}(w_j)}} \,< \,d} \\ {d,\,{\mathrm{otherwise}}} \end{array}} \right\}\end{array}$$…
  15 $${\hat{\mathbf{x}}}^{\left( l \right)} = \mathop {{{\mathrm{argmin}}}}\limits_{{\tilde{\mathbf{x}}},\,{\tilde{\mathbf{x}}} \ge 0} \mathop {\sum }\limits_{i = 1}^n w_i^{\left( l \right)}\left( {t_i - \mathop {\sum }\limits_{j = 1}^k \hat S_{ij}\tilde x_j} \right)^2,\,{\mathrm{where}}\,\tilde w_i^{\left( l \right)} = {\mathrm{damp}}\left( {\frac{1}{{\left( {{\hat{\mathbf{S}}}_{i.}{\hat{\mathbf{x}}}^{\left( {l - 1} \right)}} \right)^2}}} \right)$$
  Convergence is reached when $$\left| {\left| {{\hat{\mathbf{x}}}^{\left( l \right)} - {\hat{\mathbf{x}}}^{\left( {l - 1} \right)}} \right|} \right| \le 0.01$$.

### Simulation details

Counts for the simulated single-cell data set are generated using a Poisson distribution, for a total of six genes and three cell types. In the first simulation, two genes are upregulated in each cell type, where *λ* = 50 for an upregulated gene and *λ* = 5 otherwise. Fifty cells from each cell type are used to create a signature matrix, where the six genes are averaged over each cell type to create a reference gene expression profile. Between 10,001 and 15,000 cells are used to simulate bulk data, by summing up gene expression values across cell types. Specifically, 5000 bulk data sets are created by combining 5000 cells from cell types 2 and 3, and between 1 and 5000 cells from cell type 1. Overall, this creates bulk data sets with a rare cell-type proportion spanning between 0.1% and 33.3%. Bulk data simulation is repeated 10 times for each rare cell-type proportion, and all metrics reported are based on an average of these 10 samples.

In the second simulation, two genes are again upregulated in each cell type, but the mean expression level of the marker genes corresponding to the first cell type is lower, such that *λ* ranges from 0.05 to 10 for an upregulated gene and from 0.005 to 1 otherwise. Fifty cells from each cell type are again used to create a signature matrix, where gene expression levels are scaled for each choice of *λ*, for a total of 200 signature matrices. To simulate the bulk data, 5000 cells from each cell type are aggregated so that each cell type is present in equal proportion. Bulk data simulation is repeated 10 times for each choice of *λ*, and all metrics reported are based on an average of these 10 samples.

### Estimation using other deconvolution methods

Nu-support vector regression was performed using the svm function in the e1071 package in R. Parameters were set to nu = 0.5, type = “nu-regression”, kernel = “linear”, cost = 1, and all others to the default values. Bulk data and signature matrices were scaled to [−1, 1]. These parameter and scaling choices match those specified in Schelker et al.^17^ in their MATLAB code, accessed through https://figshare.com/s/865e694ad06d5857db4b. As in Newman et al.^9^, model coefficients are extracted from the svm model using t(model$coefs) %*% model$SV, and any negative coefficients are set to zero. The coefficients are then scaled by the sum of the coefficients, such that the scaled coefficients will sum to one.

Quadratic programming is implemented using the solve.QP function in the quadprog package in R. Default parameters are used, and the constraints are specified such that all coefficients must be greater than or equal to zero.

### MCA Bulk RNA-seq data pipeline

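Genes of the sex chromosomes give a check of the sex of the sampled mice. Xist, the transcript that silences an X chromosome in female cells, lies on chromosome X of GRCm38 from 103460366 to 103483254, and its FPKM was 0 in 3 libraries and at most 0.00596 in the other 5. The highest value amounts to 1 read, and 3 reads of Xist would give an FPKM between 0.00780 in kidney replicate 1 and 0.0182 in liver replicate 1, so it was not detectable at this depth in any library. The Y-linked genes were found in all 8 libraries. Ddx3y, on chromosome Y from 1260771 to 1286629, ranged from 5.52 in kidney replicate 2 to 25.2 in lung replicate 1, and Eif2s3y, on chromosome Y from 1010543 to 1028847, ranged from 7.36 to 17.3 in the same libraries. Uty, on chromosome Y from 1096861 to 1245759, was between 0.879 and 2.14, and Kdm5d, on chromosome Y from 897788 to 956786, between 0.373 and 2.22. The lowest count of reads among these Y-linked values was 78, for Kdm5d in liver replicate 1.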

Six- to ten-week-old male C57BL/6J mice were purchased from the Shanghai Laboratory Animal Center (SLAC). From each mouse, four non-sexual tissues (liver, small intestine, lung, and kidney) were excised. The excised tissues were immediately washed in PBS. After washing, each tissue was ground into powder with liquid N2. RNA extraction was performed using Trizol. We used mRNA Capture Beads (VAHTS mRNA-seq v2 Library Prep Kit for Illumina, Vazyme) to extract mRNA from total RNA. A PrimeScript Double Strand cDNA Synthesis Kit (TaKaRa) was used to synthesize double-stranded cDNA from purified polyadenylated mRNA templates according to the manufacturer’s protocol. We used TruePrep DNA Library Prep Kit V2 for Illumina (Vazyme) to prepare cDNA libraries for Illumina sequencing (VeritasGenetics). All experiments performed in this study were approved by the Animal Ethics Committee of Zhejiang University. All experiments conform to the relevant regulatory standards at Zhejiang University Laboratory Animal Center.

Bulk sequencing reads containing multiplexed data were filtered using the bbduk function of the bbmap tool to select reads containing the appropriate sample index. STAR 2.5.3a^32^ with default parameters was used to map filtered reads to the Ensembl release 75 mouse reference genome. Aligned reads were normalized by library size to fragments per kilobase of transcript per million mapped reads (FPKM) using the fpkm function in the DESeq2 package in R.

### Mouse cell atlas single-cell data

The mouse cell atlas (MCA) single-cell data^18^ and annotations were accessed through https://figshare.com/s/865e694ad06d5857db4b. The single-cell data is quantified as UMI counts. The signature matrix was built using the 61k cell subset consisting of randomly sampled cells from 43 tissues. Cell types were defined by collapsing the 98 clusters identified by Han et al. into 52 unique cell types.

### Intestinal stem-cell bulk and single-cell data

Intestinal stem-cell (ISC) single-cell and bulk RNA-seq data sets from Yan et al.^19^ were accessed through the Gene Expression Omnibus (GEO) repository under accession numbers GSE92865 and GSE92377, respectively. The single-cell data is quantified as UMI counts. All Lgr5-eGFP+ and Lgr5-eGFP− cells were used in the construction of the signature matrix. The single-cell data cell-type labels shown in Yan et al. Figure 5a^19^ were obtained from the authors upon request, and these were used to generate the signature matrix. The bulk data is quantified in terms of FPKM values.

### Schelker et al. simulation details

Source code and data from the Schelker et al.^17^ simulation analysis was accessed through https://figshare.com/s/711d3fb2bd3288c8483a. The single-cell RNA-seq data used in Schelker et al.^17^ includes tumor cells from 19 melanoma patients, PBMCs from four healthy subjects, and ascite samples from four ovarian cancer patients. A signature matrix was built using all cells, using the clusters found by DBSCAN in Schelker et al.^17^, and using the genes from the CIBERSORT immune-cell signature^9^. Twenty-seven patient-specific simulated bulk data sets were built by summing up gene expression values of signature genes across all cell types, for each patient.

### Modified relative percent error calculation

Modified relative percent error measures the absolute difference between estimated and true cell-type proportions, normalized by the mean of the estimated and true cell-type proportions. A pseudo count of 0.005 is added so that for very small cell-type proportions, relative error does not become unreasonably high. It is defined as:

16 $${\mathrm{MRPE}} = \left\{ {\begin{array}{*{20}{c}} {0,\,{\mathrm{if}}\,x_l = 0\,{\mathrm{and}}\,\hat x_l = 0} \\ {\frac{{\left| {\frac{{x_l}}{{\mathop {\sum }\nolimits_{j = 1}^k x_j}} - \frac{{\hat x_l}}{{\mathop {\sum }\nolimits_{j = 1}^k \hat x_j}}} \right|}}{{\frac{{\frac{{x_l}}{{\mathop {\sum }\nolimits_{j = 1}^k x_j}} + \frac{{\hat x_l}}{{\mathop {\sum }\nolimits_{j = 1}^k \hat x_j}}}}{2} \,+\, 0.005}} \ast 100,\,{\mathrm{otherwise}}} \end{array}} \right\},$$

where *x*_*l*_ and $$\hat x_l$$ are the true and estimated cell-type numbers, respectively, for cell type *l*.

### Model robustness evaluation

All evaluation analyses were carried out for the ISC data sets. To generate single-cell data with dropout effects, the splatSimulate function from the Splatter R package was used with parameters group.prob = c(0.25, 0.25, 0.25, 0.25), nGenes = 10,000, batchCells = 1000, and method = “groups”^20^, with various dropout.shape values (dropout.shape = −2000, −2, −1.3, −0.8, −0.6, and −0.3). Each group was simulated five times with different seeds (seed = 1, 2, 3, 4, and 5). Bulk gene expression data was simulated by aggregating all single cells. For comparison, DWLS, QP, and ν-SVR were applied to analyze the same data sets.

To evaluate the effects of normalization on deconvolution, we first used the splatSimulate function from the Splatter R package to generate three simulated data sets (group.prob = c(0.90,0.10), nGenes = 10,000, batchCells = 1000, method = “groups”) corresponding to three different cell-type composition scenarios. Bulk data were simulated as the sum of the individual single-cell data. For each simulated data set, the raw data were normalized using three different normalization methods: Seurat^22^, Scran^21^, and SCnorm^23^, respectively, with the following settings: Seurat (normalization.method = “LogNormalize”, scale.factor = 100000), Scran (centre_size_factors = TRUE) and SCnorm (K = 1, conditions = rep(c(1), each = 1000)). For each normalized data set, we applied DWLS, QP, and ν-SVR to deconvolve cell-type composition as described in the previous section. Furthermore, we also evaluated the performance using the ISC data set as a representative example of real data, using the same analysis procedure with settings: Seurat (normalization.method = “LogNormalize”, scale.factor = 100000), Scran (centre_size_factors = TRUE), and SCnorm (conditions = rep(c(1), each = 12494)). Both Seurat and Scran log-transform the data after normalization. To test if the log-transformation step significantly affects deconvolution accuracy, we analyzed the data with or without log-transformation. The latter was derived by converting the log-transformed data back to the original scale.

To evaluate the influence of the signature gene selection, approximately half of the signature genes were randomly selected 10 times in the ISC data set for further analysis. A more stringent cutoff of log(fold change) ≥ 1 and *p*-value < 0.001 (FDR adjusted, defined using the hurdle model in the MAST R package for ISC data, and the bimod likelihood ratio test in the Seurat R package for MCA) was used for signature gene selection in ISC and MCA data sets.

Furthermore, we compared our results using two alternative differential gene detection methods: Voom^24^ and edgeR^25^. For Voom, genes with log(fold change) ≥ 1 and *p*-value < 0.001 (FDR adjusted, empirical Bayes moderation method in the limma R package) were selected. For edgeR (FDR adjusted, Fisher’s exact test in the edgeR R package), highly significant (top 100, top 200, top 300, top 400, and top 500) differential genes were selected. In each case, the selection of differentially expressed genes was followed by DWLS.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

MCA Bulk RNA-seq data have been deposited to the Gene Expression Omnibus (GEO) database with accession code GSE124419. All other relevant data is available upon request.

# Supplementary material for: Accurate estimation of cell-type composition from gene expression data
**Source:** Nat Commun. 2019 Jul 5;10:2975. doi: 10.1038/s41467-019-10802-z
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

Accurate estimation of cell-type composition from gene expression data  
Tsoucas et al.

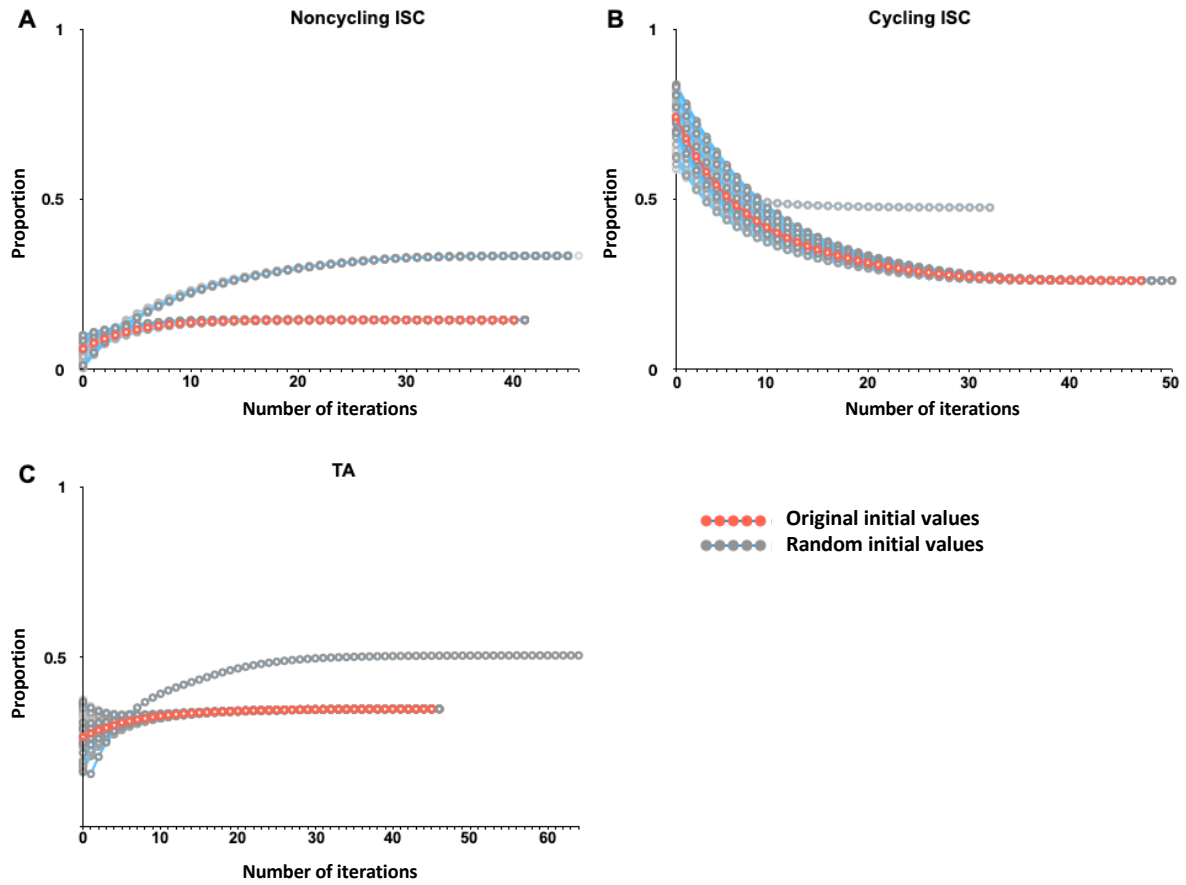

**Supplementary Figure 1.** Convergence of DWLS. (a) Cell type proportion estimated at each iteration step given 50 random initial values of noncycling ISC, (b) cycling ISC and (c) TA cells from the ISC data set. The red line indicates original initial values. Gray lines indicate randomly selected initial values.

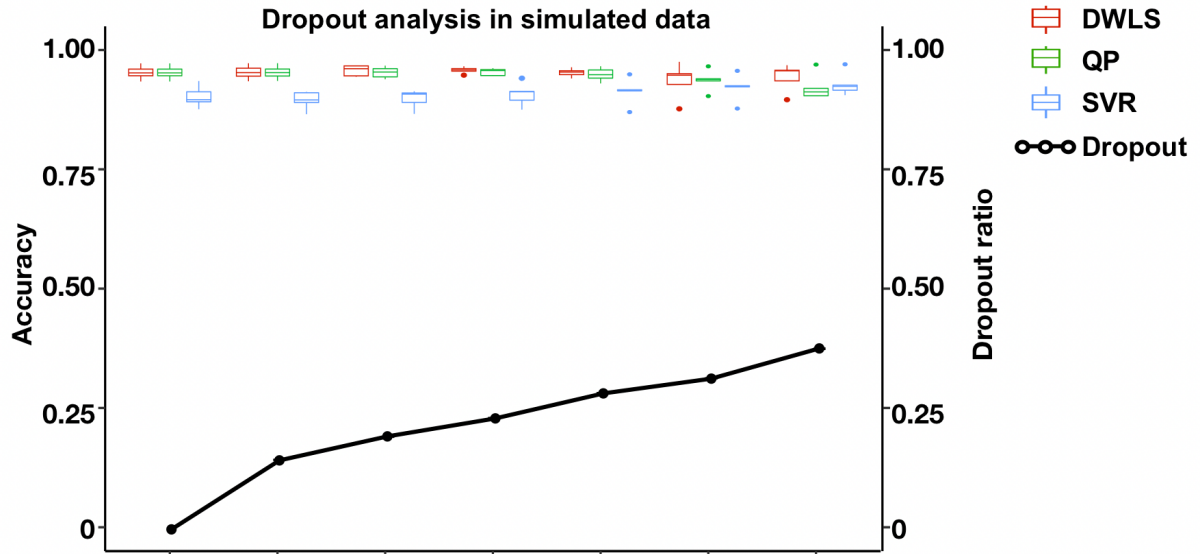

**Supplementary Figure 2.** Effect of dropout on deconvolution. Accuracy of cell type proportion estimation in simulated data with various levels of dropout, for DWLS, v-SVR, and QP deconvolution methods. Boxplot indicates cell type proportion prediction accuracy. The centre line of the boxplot corresponds to the median value, while bounds of the boxplot correspond to the 25<sup>th</sup> and 75<sup>th</sup> percentiles. The upper whisker bound corresponds to the smaller of the maximum value and the 75<sup>th</sup> percentile plus 1.5 interquartile ranges; the lower corresponds to the larger of the smallest value and the 25<sup>th</sup> percentile minus 1.5 interquartile ranges. Point plot indicates percent dropout in each simulated data set.

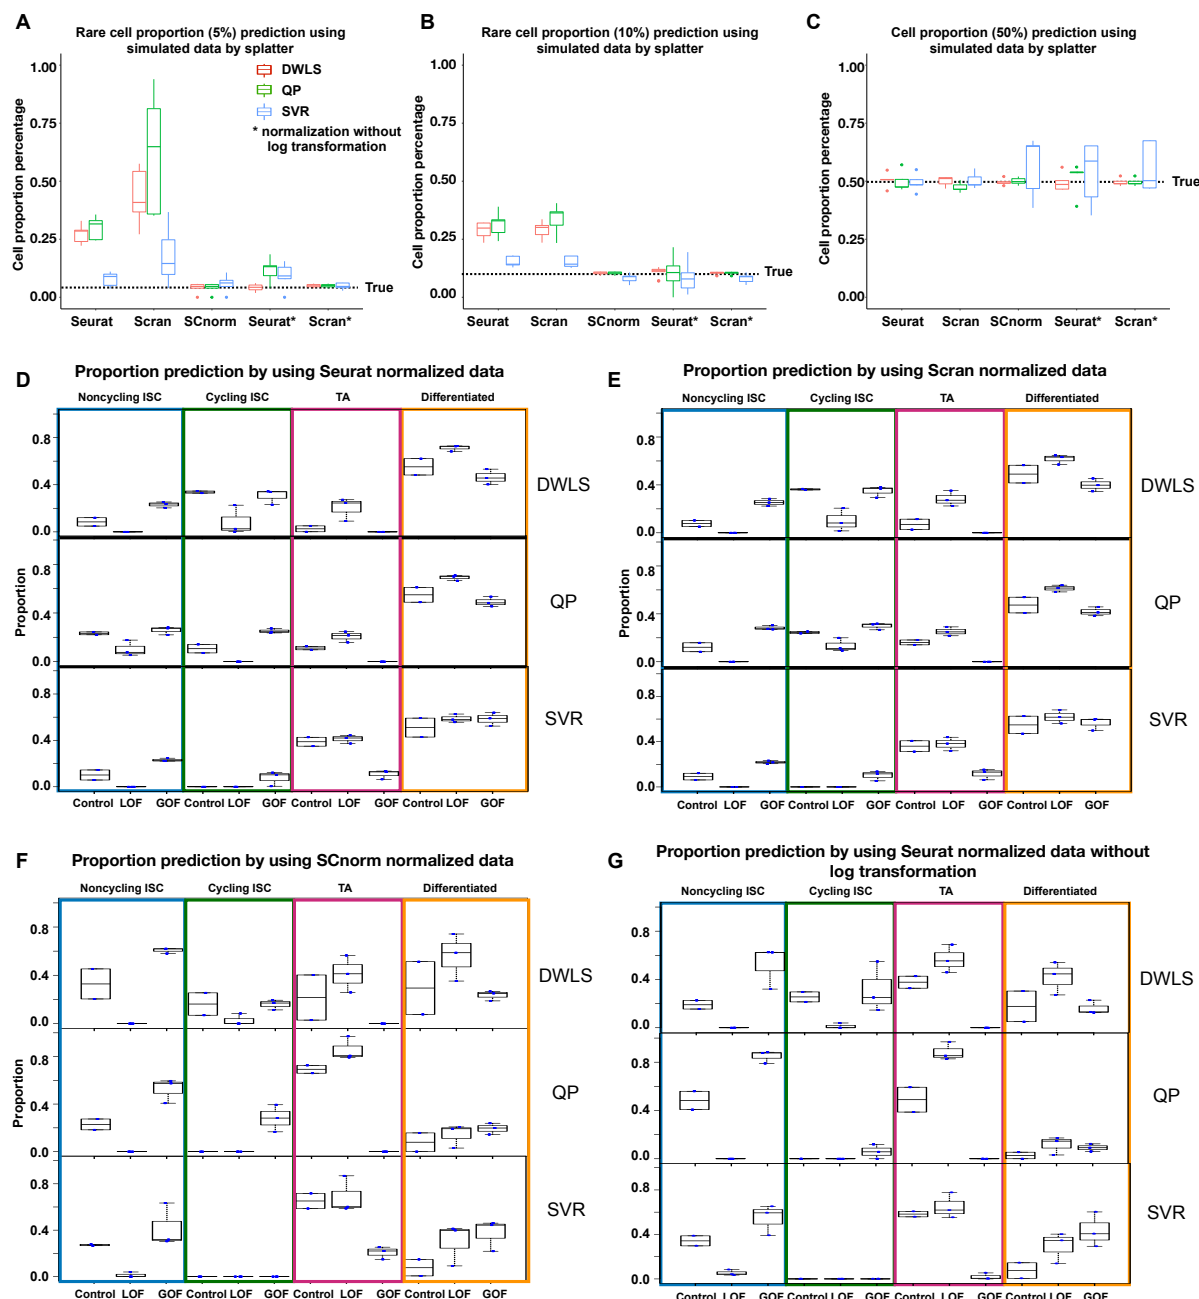

**Supplementary Figure 3.** Effect of normalization on deconvolution. (a) Rare cell type proportion (5%), (b) rare cell type proportion (10%), and (c) major cell type proportion (50%) estimates using data simulated from Splatter, normalized using Scraper (with and without log-transformation), Seurat (with and without log-transformation), and SCnorm, for DWLS, v-SVR, and QP deconvolution methods. (d) Estimation of cell type proportion on Scraper-normalized, (e) Seurat-normalized, (f) SCnorm-normalized, and (g) Seurat-normalized (without log transformation) single-cell data in the ISC data set, for DWLS, v-SVR, and QP deconvolution methods. The centre line of the boxplot corresponds to the median value, while bounds of the boxplot correspond to the 25<sup>th</sup> and 75<sup>th</sup> percentiles. The upper whisker bound corresponds to the smaller of the maximum value and the 75<sup>th</sup> percentile plus 1.5 interquartile ranges; the lower corresponds to the larger of the smallest value and the 25<sup>th</sup> percentile minus 1.5 interquartile ranges.

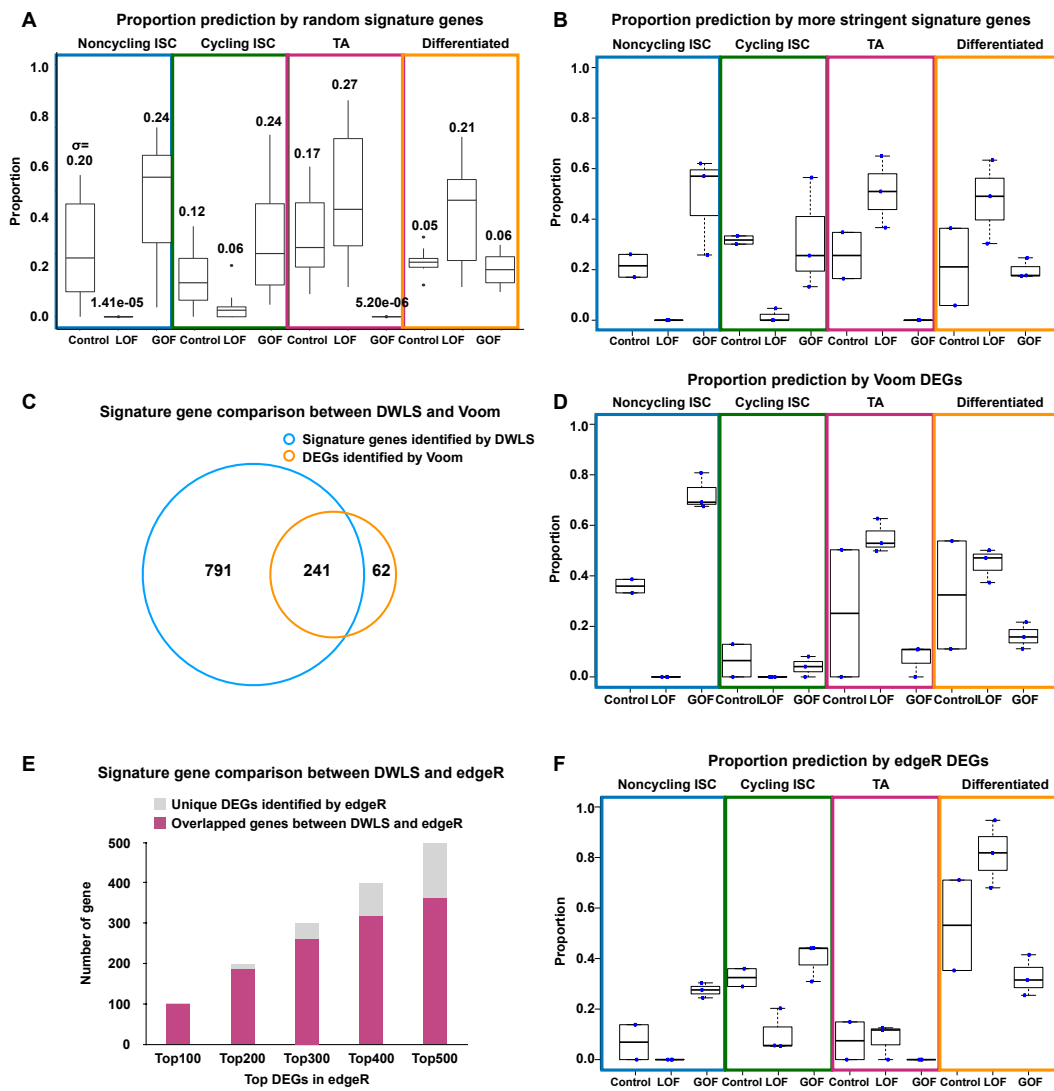

**Supplementary Figure 4.** Effect of signature gene selection on deconvolution. (a) Cell type proportion estimation by randomly selecting half of signature genes 10 times in ISC data sets. For all boxplots, the centre line of the boxplot corresponds to the median value, while bounds of the boxplot correspond to the 25<sup>th</sup> and 75<sup>th</sup> percentiles. The upper whisker bound corresponds to the smaller of the maximum value and the 75<sup>th</sup> percentile plus 1.5 interquartile ranges; the lower corresponds to the larger of the smallest value and the 25<sup>th</sup> percentile minus 1.5 interquartile ranges. (b) Cell type proportion estimation using genes with  $\log(\text{Foldchange}) \geq 1$  and  $p\text{-value} < 0.001$  (FDR adjusted, defined using the hurdle model in the MAST R package) in intestinal stem cells (ISCs). (c) Venn diagram indicates overlapped and specific signature genes identified by DWLS and Voom. (d) Cell type proportion estimation using differentially expressed genes identified by Voom (e) Comparison of signature genes identified by DWLS and edgeR. (f) Cell type proportion estimation using differentially expressed genes identified by edgeR.

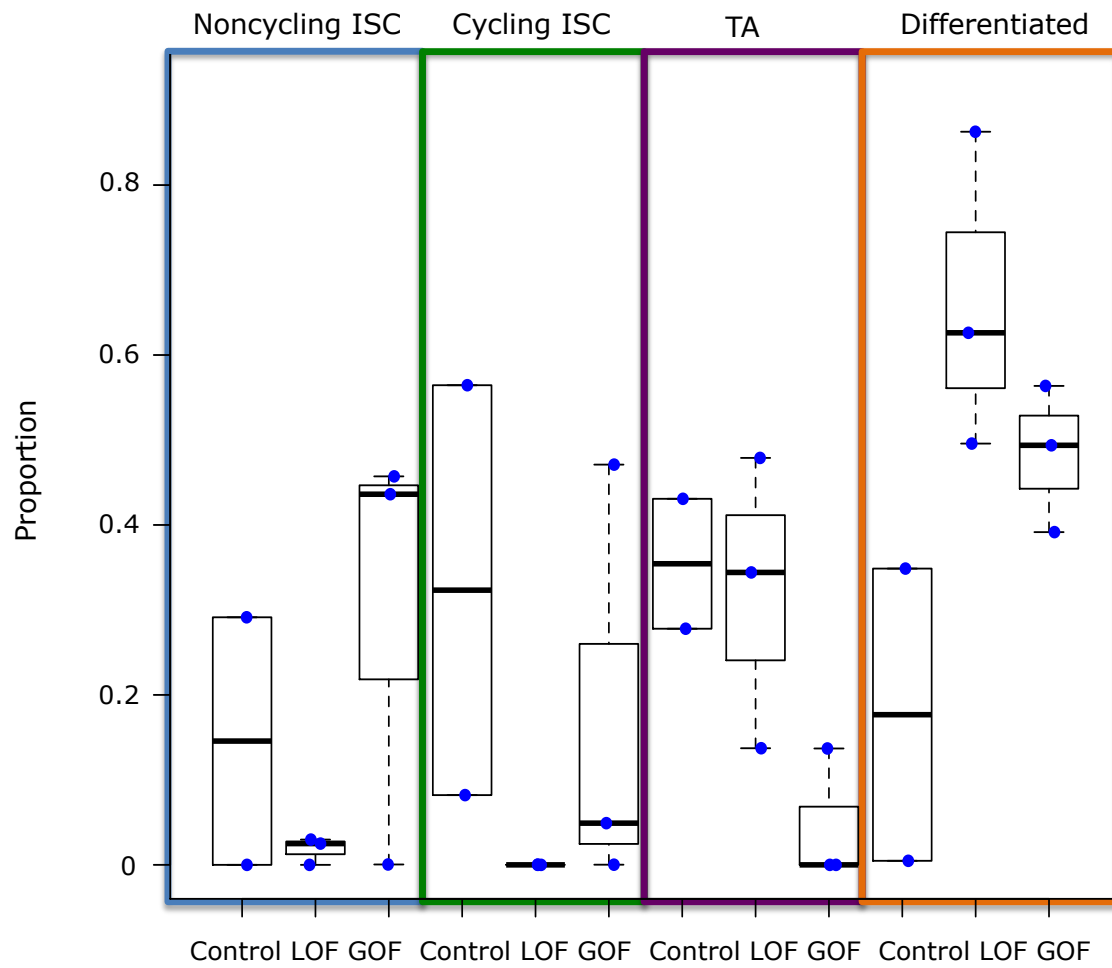

**Supplementary Figure 5.** Alternate dampening parameter results. Estimated cell type proportion given alternate dampening parameter selection for ISC data, where dampening parameter  $d$  is selected by minimizing the coefficient of variation.

|       | T cell<br>(0.439) | B cell<br>(0.098) | Macro<br>phage/<br>Monoc<br>yte<br>(0.150) | Den<br>dritic<br>cell<br>(.010<br>) | NK<br>cell<br>(.032<br>) | Endo<br>theli<br>al<br>cell<br>(.008<br>) | Cance<br>r<br>Assoc<br>iated<br>Fibro<br>blast<br>(0.019<br>) | Ovari<br>an<br>cancer<br>cell<br>(.020) | Melano<br>ma cell<br>(0.191) | Overall |
|-------|-------------------|-------------------|--------------------------------------------|-------------------------------------|--------------------------|-------------------------------------------|---------------------------------------------------------------|-----------------------------------------|------------------------------|---------|
| DWLS  | .086              | .039              | .044                                       | .004                                | .027                     | .008                                      | .024                                                          | .023                                    | .029                         | .032    |
| QP    | .075              | .030              | .045                                       | .008                                | .040                     | .019                                      | .057                                                          | .019                                    | .058                         | .038    |
| v-SVR | .103              | .030              | .043                                       | .008                                | .037                     | .011                                      | .014                                                          | .010                                    | .065                         | .035    |

**Supplementary Table 1.** The accuracy of deconvolution results for the 27 simulated bulk data sets. Bulk data is created by summing 27 different donor and patient immune and tumor cell single-cell data sets. Estimation accuracy is measured using absolute error and is calculated for three different deconvolution methods: DWLS, v-SVR, and QP. Average true proportions for each cell type are listed alongside each cell type name.

# Supplementary material for: Accurate estimation of cell-type composition from gene expression data
**Source:** Nat Commun. 2019 Jul 5;10:2975. doi: 10.1038/s41467-019-10802-z
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

MCA Bulk RNA-seq data has been deposited to the Gene Expression Omnibus (GEO) database with accession code GSE124419 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE124419>]. All other relevant data is available upon request.

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculation was used.                                                             |
| Data exclusions | No data was excluded.                                                                            |
| Replication     | For bulk mouse RNA-seq data, two biological replicates were included per mouse tissue.           |
| Randomization   | Randomization is not relevant to the study, as all data we collected was on normal mouse tissue. |
| Blinding        | Blinding is not relevant to the study, as all data we collected was on normal mouse tissue.      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                              |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | 6-10 week-old male C57BL/6J mice                                                                                                                                                                                             |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                      |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                  |
| Ethics oversight        | All experiments performed in this study were approved by the Animal Ethics Committee of Zhejiang University. All experiments conformed to the relevant regulatory standards at Zhejiang University Laboratory Animal Center. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

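Bulk RNA sequencing of 4 mouse tissues, kidney, lung, liver and small intestine, with 2 libraries per tissue, was analysed. Tissue and replicate number were taken from the sample labels and the paper, and all columns of values were matched to a sample by name. The authors deposited FPKM values for 52195 genes. By the paper's methods, reads were selected by sample index with bbduk, mapped to GRCm38 with STAR under default parameters and normalized with the fpkm function of DESeq2. The gene symbols are those of a later annotation than the one named in the methods, and 51847 of them (99.3%) matched a single gene of GENCODE M21, which gave the coordinates and exon lengths.

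Because FPKM values are not counts, no count model was the main test. The reads behind a value were recovered from the steps of the low values, between 0 and 50 reads, of which 94.5% to 96.1% per library were whole within 0.02 reads. The depth per library was between 9164187 and 21444675 reads counted on genes, which sets the floor for low genes but gives no interval for differences between mice. Values of 0 or below 3 reads are read as not detectable at this depth.

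Values were transformed to log2(FPKM + 1). Genes with an FPKM of 1 or more in at least 2 libraries were tested with limma 3.58.1 (lmFit, then eBayes with a trend) in R 4.3.3, each tissue against the mean of the other 3, with Benjamini-Hochberg adjustment over the 16328 genes and a threshold of 0.05 on the adjusted p and of 1 on the absolute log2 difference. Single genes were also compared by an exact permutation test over all ways to choose 2 of the 8 libraries. Concordance was tested over all ways to divide the libraries into pairs. Descriptive values used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9. Non-negative least squares (QP), DWLS and ν-SVR (nu 0.5, cost 1, scikit-learn 1.9.0) were run on in-silico mixtures of the bulk libraries themselves, with tissue profiles of 1 replicate number as the signature and the libraries of the other as the mixed data. The signature held genes with a log2 difference over 0.5 from the next highest tissue, between 50 and 200 per tissue, chosen by the lowest condition number as in the paper. DWLS followed the paper's text, with the dampening constant chosen over 100 subsets of genes. Iteration ran until a change of 0.01 in the fitted coefficients, before these were scaled to proportions.

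The choices of tests, thresholds, marker lists, named genes and most alternatives were made before the data were examined. The named genes were, for each tissue, the 3 with the largest log2 difference among those called, higher in both libraries than in the other 6 and with a mean FPKM of at least 10; the highest gene of each library; the listed marker genes; and sex-linked genes. The lists covered 17 cell types of single tissues, cell types shared by tissues (endothelial cells, macrophages, T cells, B cells, stromal cells, smooth muscle, erythroid cells and neutrophils) and tissues beside the excised organs (pancreatic acinar cells, adrenal cortex, cardiac and skeletal muscle, adipocytes, brown adipocytes, thyroid, and gallbladder or bile duct). The pseudogenes on chromosome 1 were singled out after their values were seen.

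The limma step was tested on simulated libraries with the depths of the real ones. Each unchanged gene had the same mean in all 4 tissues, its average over them, and the spread was fixed. Calls there used an adjusted p under 0.05 alone, without the threshold on the log2 difference. The rates below therefore do not give the recovery or the false calls under the rule used for the real libraries. Of 200 genes changed 2-fold, 183 passed the filter and 115 (62.8%) were recovered, with 7.26% false calls, in 14460 genes tested. Of 200 genes changed 4-fold, 192 passed and 184 (95.8%) were recovered, with 4.66% false calls, in 14472 genes tested. No call had the wrong direction. The deconvolution step was tested on simulated mixtures without a difference between replicates, where the median relative percent error at a fraction of 0.01 was 0.798 for QP, 0.935 for DWLS and 1.24 for ν-SVR, with 800 signature genes.

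Alternatives changed the pseudocount, the filter on low values, the scaling between libraries, the use of a trend or a block in limma, the comparison made, the correlation coefficient, the handling of mitochondrial genes, the genes and scale of the deconvolution, and the libraries included. The alternative with DESeq2 as a test was not run because the values are FPKM. The single-cell data and the paper's cell-type estimates were not analysed here. The result of 1 listed marker gene is not reported here.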

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

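The first 2 of the following patterns were tested as set out before their values were seen, and the test of the pseudogenes was chosen only after the result was seen.

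Transcripts of pancreatic acinar cells, which the paper does not report on, were found in both small intestine libraries. The summed FPKM of 8 acinar genes was 3119 in replicate 1 and 1427 in replicate 2, and the highest sum in a library of another tissue was 5.42, in lung replicate 1, a ratio of 263 for the lower of the small intestine libraries. Without replicate 2 of the small intestine the ratio was 575. All 8 genes were above 10 times the other tissues in both libraries. The most abundant were Ctrb1, on chromosome 8 of GRCm38 from 111686519 to 111691010, at 1009 and 446, Amy2 at 767 and 349, and Try4, on chromosome 6 from 41302269 to 41305532, at 361 and 180. Ctrb1, Amy2 and Try4 belong to gene families whose reads the authors' counting could have split. RNA from pancreas attached to the excised intestine would move these genes together, and 8 of 8 were higher in replicate 1, with a median log2 ratio of 1.13 (SD 0.14 over genes), against a median of 0.03 for all genes between these libraries. This is consistent with a shared source that differed in amount between the libraries, and attached pancreas is a candidate explanation. The bin of genes with the shortest exons had a median of 0.38, among genes with a mean FPKM of 10 or more in small intestine. The lowest ratio of an acinar gene was 0.94, above this median also. Expression of the acinar genes by cells of the intestine itself was not tested. Reads exchanged among the 8 libraries would not give this signal, since no library of pancreas is among them.

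Transcripts of cardiac muscle were found in both lung libraries. The summed FPKM of 5 genes was 231 in replicate 1 and 238 in replicate 2, against at most 8.64 in another tissue, a ratio of 26.8. The most abundant were Myl7, on chromosome 11 from 5896637 to 5898782, at 109 and 107, and Actc1, on chromosome 2 from 114047282 to 114053548, at 81.8 and 89.6. Of the 5 genes, 4 were above 10 times the other tissues in both libraries, and the exception was Nppa, at 1.54 and 0.930, for which 61.5% of the exon length is shared with another gene. The libraries differed by a median log2 ratio of 0.01 over these genes and 3 of 5 were higher in replicate 1, so the test of movement between replicates, which needs a difference between them, decides nothing. Heart tissue left on the excised lung and cardiac muscle that belongs to the vessels of the lung cannot be told apart with these values, because the amount was nearly equal in both libraries.

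Pseudogenes of mitochondrial genes on chromosome 1, outside the genes the paper discusses, reached up to 32.4% of the summed FPKM of a library, in kidney replicate 2. The 7 pseudogenes lie between 24611535 and 24616197. They share between 97.2% and 100% of their sequence, taken 31 bases at a time, with mitochondrial genes. For most of them the ratio to the mitochondrial counterpart was nearly fixed over the 8 libraries. It was 1.01 at the lowest and the highest for Gm28437 and mt-Co3, and between 1.01 and 1.02 for Gm28661 and mt-Co2. The exceptions are Gm29216, which covers 492 bases of the 1545 of mt-Co1 and had ratios between 1.36 and 2.07, and Gm28439, which covers 876 bases of the 1378 of mt-Nd4 and had ratios between 0.358 and 0.507. The median over the 7 pairs of the largest ratio divided by the smallest was 1.04. This fixed ratio is consistent with reads of mitochondrial transcripts counted at both places, and transcription of the pseudogenes at a level of their own would need to follow the mitochondrial genes in every tissue. The neighbouring genes Col19a1 and Lmbrd1 were at an FPKM of at most 0.0813 and 16.6. Which share of the reads comes from chromosome 1 remains open.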

How the results depend on the processing

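Of the results that answer a comparison, 301 values under an alternative were counted as kept and 67 as moved. The rule depended on the kind of result. A number of genes or lists was kept within a set fold, and a difference in correlation if it stayed positive and passed its test. Other values were kept if the change was below a spread of the value reported. A kept value can therefore still differ from the one reported. None of the 12 named genes with the largest differences and none of the 17 lists of single tissues changed direction, but the balance of calls did: in lung, most calls were higher with the values as deposited and most were lower after median-of-ratios scaling, and in kidney most were lower as deposited and most were higher after rescaling without mitochondrial genes and their pseudogenes, a setting chosen after seeing the data. In small intestine 2244 were higher and 1843 lower as deposited, 2238 and 2527 with values rescaled to the same sum, and 1928 and 2008 with quantile normalization. For single genes and medians of markers, 199 were kept and 7 moved. A single gene was kept if it stayed past the threshold, and a median if its change was below a set limit. The cause of a change was not tested unless it is named.

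The difference in correlation within and between tissues lay between 0.140 (Spearman) and 0.374, and only the pairing by tissue was as high under each of the 6 alternatives. The number of marker genes called was 18, 13, 9 and 16 in kidney, lung, liver and small intestine under all 11 alternatives that keep the 8 libraries, except for 17 in kidney with values rescaled to the same sum and 15 in small intestine with a filter on the mean, which left fewer listed genes to test. In all, 17 of 17 lists were apart under all alternatives run on them, with a median distance of 6.24 for the mean over the list and 7.67 for a pseudocount of 0.1. The 12 named genes were past the threshold in 130 of 130 fits.

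Numbers of genes called moved most. With a pseudocount of 0.1, 1929 genes were higher and 4361 lower in kidney, and 8870 and 1694 in lung. In liver these numbers were 1259 and 8560, and in small intestine 3098 and 2991. With values rescaled to the same sum, 9691 were higher and 1233 lower in lung. Quantile normalization gave 2549 higher and 2551 lower in lung and 1697 and 2147 in liver, and median-of-ratios scaling 2387 and 2616 in lung and 2003 and 2274 in liver. All 2387 genes higher in lung after median-of-ratios scaling were also higher with the values as deposited. Requiring the threshold against each other tissue, a stricter comparison by construction, gave 601 higher and 194 lower in kidney, 3441 and 236 in lung, 611 and 873 in liver, and 971 and 241 in small intestine. In settings chosen after seeing the data, rescaling without mitochondrial genes and their pseudogenes gave 2498 higher in kidney, and limma-voom on the reads recovered for 16186 genes gave 4159 lower in kidney; it called 2027 higher there, 9026 and 1464 in lung, 1302 and 7884 in liver, and 3209 and 2455 in small intestine.

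The replicate numbers are shared between tissues, and the paper takes 4 tissues from each mouse without stating that a number is a mouse. The correlation across genes of the differences between replicates 1 and 2 was -0.07 on average over the pairs of tissues, from -0.22 to 0.05, with 0 of 6 pairs over 0.1, so the samples are not shown to be paired. With the replicate block, 1412 genes were higher and 2627 lower in kidney, 6658 and 1351 in lung, 1068 and 5338 in liver, and 2248 and 1838 in small intestine.

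Genes restricted to a tissue numbered 322 in kidney and 1642 in lung with a pseudocount of 0.1, and 124 in kidney, 293 in lung and 250 in small intestine at 8-fold, a stricter limit. Median-of-ratios scaling gave 339 in lung and 458 in liver, so that liver and not lung had the most.

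The share of the 10 highest genes in the summed FPKM was, without mitochondrial genes, 33.8% in lung and 38.7% in small intestine, and without their pseudogenes also 20.1% in kidney, 28.2% in lung, 27.8% in liver and 15.1% in small intestine. In the squares it was 99.7% in kidney, 97.0% in lung, 92.8% in liver and 97.3% in small intestine without mitochondrial genes, and 98.0% in lung, 84.6% in liver and 67.2% in small intestine without the pseudogenes also. The 50 highest genes, more genes by construction, took 74.6%, 50.3%, 68.7% and 62.9% of the sum and 99.9%, 99.3%, 99.3% and 99.6% of the squares in kidney, lung, liver and small intestine.

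The ratio of the cardiac genes in lung was 149 for the median over the list and 15.2 after median-of-ratios scaling. Across the fits that each left out 1 library it was from 26.8 to 32.5, and that of the pancreatic genes in small intestine from 263 to 575.

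In the mixtures, the median relative percent error at a fraction of 0.01 was 18.2 for QP, 18.5 for DWLS and 20.7 for ν-SVR with the signature from replicate 2, and 199.6, 256 and 100.0 with log2 values, on which mixing is not linear. With 100 genes per tissue it was 15.9 for DWLS and 34.7 for ν-SVR, and with values rescaled to the same sum 16.2 and 48.3. DWLS had 14.4 with the dampening constant chosen by the coefficient of variation and 13.0 without dampening. Without dampening 2 fits did not converge, the error was 23.9 at a fraction of 0.05 and 22.8 at 0.1, against 6.01 and 4.58 with it, and the lowest share given to the right tissue in an unmixed library was 0%. Leaving out mitochondrial genes changed nothing because the signature held none.

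In fits that left out a library, its tissue kept 1 library, so only effect sizes are given for these fits. The depth limits what can be said of genes near the floor of 3 reads, such as Xist.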

Other observations

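The tests of the replicate numbers and of the mixtures were set out before their results were seen, and the other tests here were chosen only after the result was seen.

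Kidney replicates 1 and 2 differed more than the libraries of another tissue, with a median absolute log2 difference of 0.296 against at most 0.178 elsewhere. Lower depth in all reads counted on genes is excluded, since the kidney library with fewer reads held 17310074, more than each of the 6 other libraries. Mitochondrial genes and their pseudogenes took 42.9% of these reads, against 9.32% of the 12427339 in lung replicate 2. Without such reads that kidney library falls below lung replicate 2 and stays above each remaining library outside kidney. Kidney is therefore not the tissue with the lowest depth on the other genes. The log2 difference rose with exon length (Spearman correlation 0.465 across 16186 genes, which are not independent replicates), from a median of 0 in the bin with the shortest exons to 0.51 in the bin with the longest. In small intestine the correlation with exon length was -0.27. After the medians within bins of length and GC content were removed, the median absolute difference in kidney fell to 0.214. This was still above the 0.168 of small intestine, so a length and GC trend is not the whole cause. A difference in RNA quality or in cell composition between the mice was not tested.

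Most genes were shifted upward in kidney replicate 1, by a median of 0.22 on the log2 scale. Mitochondrial genes and their pseudogenes took 33.8% of its reads and 42.9% of those of replicate 2. A smaller share in replicate 1 raises all other genes alike, by 0.21 from these shares, which follows from values given relative to the library size. In lung, liver and small intestine the same calculation gave -0.02, -0.02 and 0.00 against observed medians of -0.05, -0.05 and 0.03. The shift in kidney was not alike for all genes. Among the 3188 genes with a mean FPKM of 10 or more in kidney, where the pseudocount has little effect, the median was 0.07, with -0.24 in the bin with the shortest exons and 0.44 in the bin with the longest, a difference of 0.68 (standard error over genes 0.03). The smaller share is therefore not the whole cause of the shift. A trend with exon length was not particular to kidney. In small intestine the same difference of bins was -0.50 (standard error over genes 0.02), and in lung and liver it was 0.02 and 0.11. The origin of the trend with exon length was not tested, and the larger share in replicate 2 itself has no tested biological explanation.

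Whether a replicate number marks a mouse cannot be told apart from unrelated numbers by these values. The explanation that the replicate number marks the mouse predicts differences between replicates that correlate between tissues, and 0 of the 6 pairs of tissues had a correlation above 0.1, but effects shared by the tissues of a mouse need not be large enough to show.

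Protein-coding genes whose exons are almost wholly shared with another annotated gene were near 0. Of the 173 with over 95% of exon length shared, 165 (95.4%) stayed below an FPKM of 0.1 in every library, against 4045 of 15274 (26.5%) with none shared. The share was 7.95% with up to 25% shared, 12.5% with 25% to 50%, 27.4% with 50% to 75% and 54.7% with 75% to 95%. It was therefore lower with little sharing than with none. A hypothesis is that reads on shared exons were not counted, but many genes with almost wholly shared exons may also be silent in these tissues. Ribosomal protein genes, which all tissues use, were taken as a control. A first comparison of those with at least 75% shared against the rest was void, with 0 genes in the former group. Over 79 ribosomal protein genes the Spearman correlation of the shared length with the highest value was -0.13 (permutation p = 0.237). The 2 genes with 50% or more shared had a median highest FPKM of 17.9, against 182 for the other 77, and the next by shared length, Rpl24 (47.0%) and Rpl13a (35.4%), singled out after their values were seen, reached 4.30 and 5.14. These low values go with the explanation and the correlation does not show it, and with so few genes it stays open.

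Marker genes of a tissue were found at trace levels in libraries of other tissues. In lung replicate 1 the median of the kidney markers was 0.391% of their kidney value, against 0.0758% in lung replicate 2. The explanation of reads assigned to another library, in proportion to the depth of the donor, predicts that the kidney lists, from the most deeply sequenced tissue, are highest in each of the 6 other libraries. They were highest in 3, which leaves this open, since some listed genes are used in several tissues, and RNA carried over between samples was not tested.

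The tissue libraries were mixed in silico so that a minor tissue made up 0.01 to 0.25 of a mixture, with the single-cell signature not used. With the signature from replicate 1, all methods gave at least 99.46% to the right tissue in unmixed libraries. At a fraction of 0.01 the median relative percent error was 26.9 for QP, 20.5 for DWLS and 17.7 for ν-SVR, and at 0.05 it was 19.9, 6.01 and 5.88. With the signature from replicate 2 the ν-SVR error at 0.05 was 18.3 against 8.35 for DWLS, so their order depends on the signature. The hypothesis that unweighted squared error is dominated by the highest genes predicts a smaller error with weights. The difference of QP and DWLS was 6.46 at 0.01, but with the signature from replicate 2 the errors were 18.2 and 18.5, so the explanation stays open at this fraction. At 0.05 the median errors with that signature were 15.6 and 8.35, smaller with dampened weights in both directions. The mixtures spanned 0.447 to 40.0 for QP and 1.32 to 36.4 for DWLS there, so these ranges overlap almost wholly. With the signature from replicate 1 they spanned 6.07 to 34.2 for QP and 3.07 to 8.23 for DWLS. Without dampening, DWLS with the signature from replicate 1 had smaller errors than QP at 0.01 and 0.02. At 0.05 its error was 23.9 against 19.9 for QP, and it was also larger at 0.1 and 0.25. With the signature from replicate 1, the smaller median error at 0.05 was therefore seen with dampened weights only. Among all fits without dampening 2 did not converge, and this setting was not run with the signature from replicate 2.

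Other lists beside the excised organs did not pass 10 times the other tissues on their sum. The ratio for the tissue with the highest mean was 0.418 for adrenal cortex in lung, 0.429 for skeletal muscle in lung, 3.09 for adipocytes in lung, 2.01 for brown adipocytes in lung, 1.38 for thyroid in lung and 1.82 for gallbladder or bile duct in small intestine. The last list passed in lung on the median over its genes, at 13.3. After median-of-ratios scaling the ratios of brown adipocytes and thyroid were 0.761 and 0.803, so that the lower lung library was below a library of another tissue. Skeletal muscle genes differed between the lung libraries, with sums of 36.4 and 4.83. Without lung replicate 2 the ratio was 3.23 for skeletal muscle and 5.39 for adipocytes, and that of adrenal cortex was 0.985 without lung replicate 1 and 0.959 without liver replicate 1. That of thyroid was 2.58 without small intestine replicate 1.

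For lists of cell types shared by tissues, the median of log2(FPKM + 1) over the list, averaged over the 2 libraries of a tissue, was highest in lung for endothelial cells (6.28 ± 0.22), macrophages (4.69 ± 0.17), T cells (2.21 ± 0.17), B cells (6.05 ± 0.38), stromal cells (5.27 ± 0.20), erythroid cells (12.53 ± 0.25) and neutrophils (6.10 ± 1.67), and in small intestine for smooth muscle (4.89 ± 0.20; SD, n = 2 each). The scaling shift of lung, 0.82 on the log2 scale for all genes, is part of these values, and the T cell list, at 1.87 ± 0.07 in small intestine, differs between these tissues by less than that shift. The smooth muscle list was at 4.09 ± 0.04 in lung, and its order rests on 1 of 3 genes. Its median is the value of Myh11, at an FPKM of 31.7 and 25.9 in small intestine against 15.8 and 16.4 in lung, while Acta2 and Tagln had higher means in lung, at 151 against 124 and 1.15 against 0.526. The neutrophil list was at 4.92 in lung replicate 1 and 7.28 in replicate 2, where S100a8 had an FPKM of 23.6 and 110 and S100a9 of 36.3 and 214, and no explanation was tested. Of the smooth muscle list, Tagln shares 67.9% of its exon length with another gene.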
